# Differential gene expression profiles between two subtypes of ischemic stroke with blood stasis syndromes

**DOI:** 10.18632/oncotarget.22877

**Published:** 2017-12-04

**Authors:** Tian-Long Liu, Min-Na Liu, Xin-Liang Xu, Wen-Xing Liu, Pei-Jin Shang, Xiao-Hu Zhai, Hang Xu, Yi Ding, Yu-Wen Li, Ai-Dong Wen

**Keywords:** ischemic stroke, blood stasis syndrome, traditional Chinese medicine, transcriptomics, network analysis

## Abstract

Ischemic stroke is a cerebrovascular thrombotic disease with high morbidity and mortality. Qi deficiency blood stasis (QDBS) and Yin deficiency blood stasis (YDBS) are the two major subtypes of ischemic stroke according to the theories of traditional Chinese medicine. This study was conducted to distinguish these two syndromes at transcriptomics level and explore the underlying mechanisms. Male rats were randomly divided into three groups: sham group, QDBS/MCAO group and YDBS/MCAO group. Morphological changes were assessed after 24 h of reperfusion. Microarray analysis with circulating mRNA was then performed to identify differential gene expression profile, gene ontology and pathway enrichment analyses were carried out to predict the gene function, gene co-expression and pathway networks were constructed to identify the hub biomarkers, which were further validated by western blotting and Tunel staining analysis. Three subsets of dysregulated genes were acquired, including 445 QDBS-specific genes, 490 YDBS-specific genes and 1676 blood stasis common genes. Our work reveals for the first time that T cell receptor, MAPK and apoptosis pathway were identified as the hub pathways based on the pathway networks, while *Nfκb1*, *Egfr* and *Casp3* were recognized as the hub genes by co-expression networks. This research helps contribute to a clearer understanding of the pathological characteristics of ischemic stroke with QDBS and YDBS syndrome, the proposed biomarkers might provide insight into the accurate diagnose and proper treatment for ischemic stroke with blood stasis syndrome.

## INTRODUCTION

Ischemic stroke is a serious and life-threatening cerebrovascular thrombotic disease [1]. On average, someone has a stroke every 40 seconds and someone dies of stroke approximately every 4 minutes [2]. Unfortunately, despite of the use of aspirin and thrombolytics, effect is limited due to its extremely narrow therapeutic time window [3]. Traditional Chinese Medicine (TCM) might help to overcome ischemic stroke since its acknowledged efficacy [4]. Based on TCM theory, blood stasis syndrome (BSS) is the major phenotype in ischemic stroke [5], it means the circulation of blood is not smooth or blood flow is stagnant and forms stasis [6]. Modern pathology shows that blood stasis is generally manifested by cardio-cerebrovascular diseases such as myocardial infraction and local ischemia [7].

Ischemic stroke includes several subtypes, in which Qi deficiency blood stasis (QDBS) and Yin deficiency blood stasis (YDBS) are two of the most common syndromes [8]. The criterion of diagnostic and evaluation of QDBS and YDBS is based on the “Ischemic Stroke TCM Syndrome Factor Diagnostic Scale” and “Ischemic Stroke TCM Syndrome Factor Evaluation Scale” [9, 10]. The pathogenic mechanism between QDBS and YDBS is quite different [11]. According to TCM theory, “Qi” refers to the vital energy which flows within the body, it maintains blood circulation, digesting food, warms the body, as well as fights against diseases. Patients with “Qi-deficiency” are characterized by short breath, dizziness, spiritlessness, hypodynamia, light colored tongue and thread pulse [12]. While “Yin” refers to blood, other bodily fluids and ‘‘essence’’. Patients with “Yin-deficiency” usually manifests as rapid-small pulse, sleeplessness with irritability, red tongue with reduced or no coating, dry mouth, facial flushing and night sweats, etc. [13]. Syndrome differentiation, a traditional diagnostic method to categorize patients’ syndromes based on their physiological and clinical characteristics, is the foundation of personalized treatment in clinical practice [14]. However, since syndrome identification is mainly based on the experience of practitioners instead of a biomedical disease diagnosis, which has the drawbacks of subjectivity and variability [15]. Thus an accurate estimation with objective indexes for syndrome differentiation is crucial.

Advanced omics technology is considered as a holistic and efficient tool to study the syndrome of TCM, it can be used as a bridge between TCM and western medicine [16]. Dai et al. first proposed a new macro-micro concept, namely, “Syndrome-Omics”, which was defined as “a systematic approach for targeting individual patient, guiding treatment, and predicting the outcome of personalized treatment by global NET-Markers on the basis of syndrome identification and treatment” [17]. Subnetwork markers have proven to be more robust and reliable than individual marker genes selected without network information, and achieve higher accuracy in disease classification [18]. The combinations of syndrome and omics have been extensively used to build up molecular networks of TCM syndrome [19, 20], which would help to decipher the mechanism of TCM syndrome differentiation and find the personalized medicine for individual patient.

The syndrome differentiation has close intrinsic relations with the difference of gene expression which is the research missions of transcriptomics [21]. Numerous researches on circulating mRNA have been performed to identify diagnostic biomarkers with different syndromes [22, 23]. The development of diseases in hemorheology, platelet function and vascular endothelium injury constitute the pathological basis for cerebral vascular diseases [24]. Thus the expression profile in circulating could reflect the essence of BSS, and the mRNA in circulating could be potential biomarkers of BSS. In order to explore the mechanism of BSS, rat ischemic stroke model with BSS has been established in our laboratory [25]. However, few previous studies have emphasized the value of circulating mRNA as potential biomarkers for making a distinction between QDBS and YDBS of ischemic stroke.

In the present study, we compared the circulating gene expression prolife of ischemic stroke rats with QDBS and YDBS based on transcriptomics. QDBS-specific genes, YDBS-specific genes and blood stasis common genes were obtained, the key genes and pathways of which were identified by the construction of networks. Finally, the hub biomarkers were further validated by investigating the protein expression level. The flowchart of this research was shown as Figure 1.

**Figure 1:**
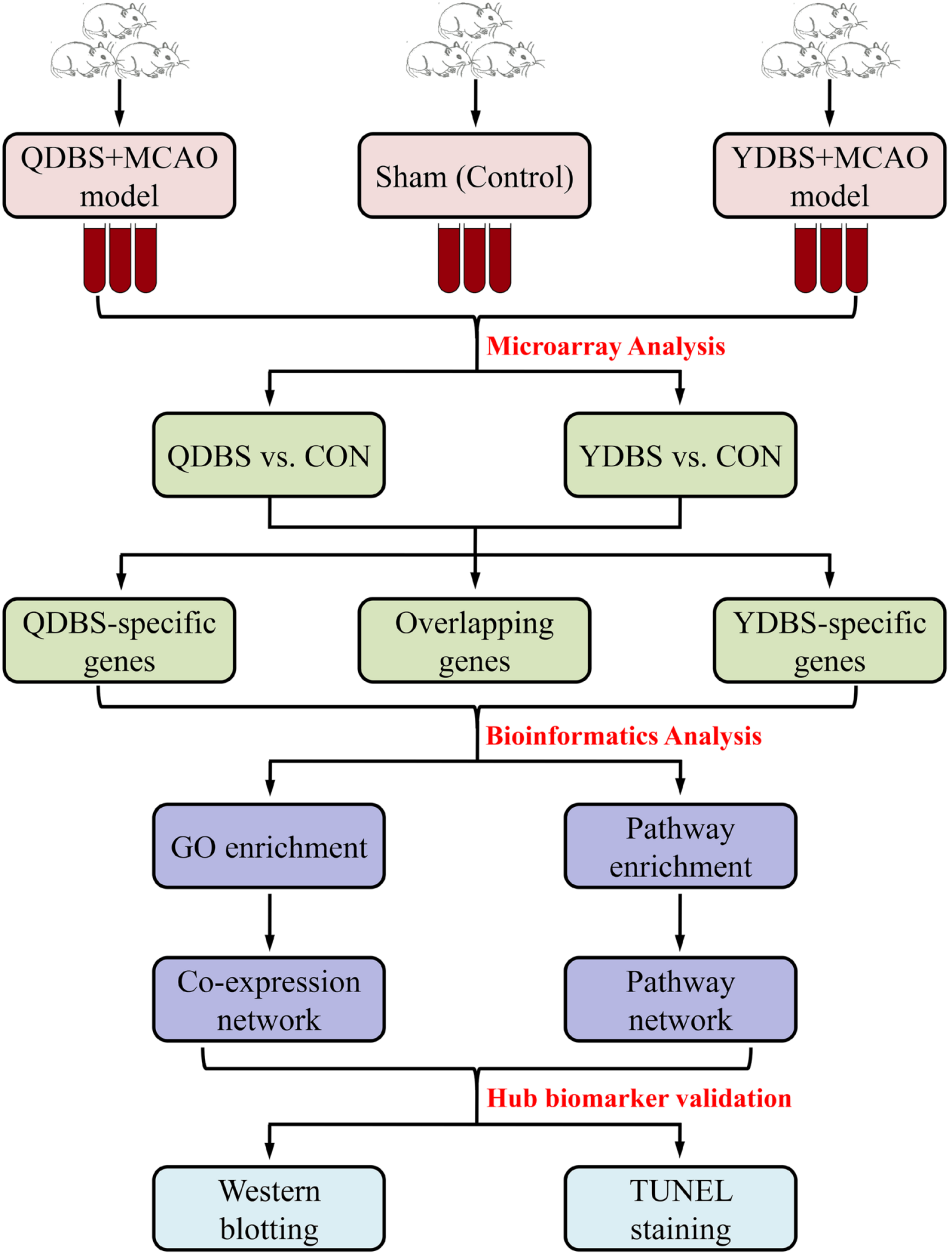
The flowchart of model establishment, microarray and bioinformatics analysis in this study

## RESULTS

### The morphological changes of ischemic stroke rats with QDBS or YDBS syndrome

Neurologic score and infarct volume are the two most important markers for brain injury. Compared with the control group, the rats’ neurologic score and brain infarct volume were increased in QDBS and YDBS model groups after 24 h reperfusion (Figure 2A and 2B).

**Figure 2:**
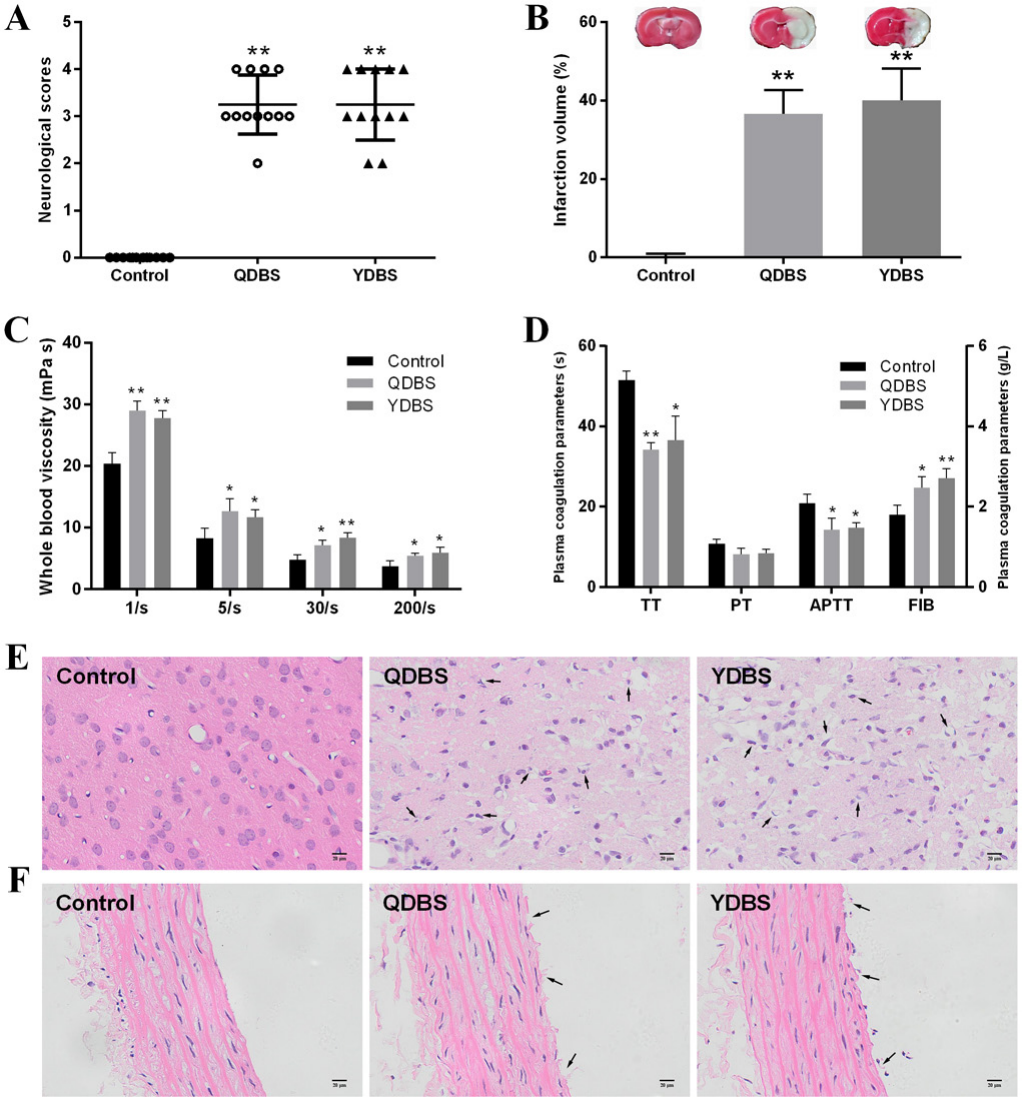
The morphological changes of ischemic stroke rats with QDBS or YDBS syndrome **(A)** The neurologic score of rats after 24 h reperfusion (n=12). **(B)** The brain infarct volume after the neurological tests (n=6). **(C)** Whole blood viscosity (WBV) of shear rates’ varying from 1 to 200/s (n=6). **(D)** Coagulation parametersof plasma (n=6). The left Y-axis represents PT, TT and APTT value. The right Y-axis represents FIB value. Data presented as mean ±SD. ^*^P < 0.05, ^**^P < 0.01 compared with control group. Histopathological observation of cerebral cortex **(E)** and thoracic aorta **(F)**.

It’s well accepted that hemorheological disorders are closely related to blood stasis [26], so the whole blood viscosity and coagulation parameters were detected. Results indicated that whole blood viscosity (WBV) significantly increased at all shear rates in the model groups (Figure 2C), which means the decrease of the blood flow velocity. Meanwhile, in the model groups, TT, PT and APTT were shortened while FIB content increased significantly when compared to the control group (Figure 2D).

Histopathological examinations were also performed to confirm if models were successful. The H&E staining showed that there were signs of disordered neurons arrangement, pyknotic and shrinkage of nucleus with widened pericellular spaces, presence of numerous vacuolated spaces and neuronal loss in model groups (Figure 2E). Consistent with these pathological changes in brain, the morphological alterations of thoracic aorta in QDBS and YDBS rats were also observed. The H&E stained micrographs revealed that the lumen of thoracic aorta in model groups were obstructed and microthrombus formed. Moreover, parts of vascular endothelial cells detached from the vascular walls (Figure 2F). No statistically significant differences were observed between the QDBS and YDBS groups.

### Identification of differentially expression genes of ischemic stroke rats with QDBS or YDBS syndrome

According to the cut-off criteria of |log_2_-fold change (FC)|> 1 and false discovery rate (FDR) <0.05, a total of 2121 differentially expression genes (DEGs) were detected in QDBS when compared to control group, 1849 genes of them were up-regulated and 272 were down-regulated (Figure 3A). 

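Gene expression was measured in blood RNA on Affymetrix Rat Gene 2.0 ST arrays, with 3 rats in each of the control, QDBS and YDBS groups and a separate array for each rat. QDBS rats had swum to exhaustion once a day for 21 days. YDBS rats had received hydrocortisone at 45 mg/kg for 13 days and then epinephrine at 0.36 mg/kg for 1 day. Both model groups then underwent middle cerebral artery occlusion for 2 h, and control rats the same surgery without the filament. Blood was drawn from the abdominal aorta into citrate after the tests made at 24 h of reperfusion. The authors computed the signals with Robust Multi-chip Average in Affymetrix Expression Console 1.1, and the values are on the log2 scale for 30347 transcript clusters. The median signal of an array lay between 4.15 and 4.21 in the control group and between 3.94 and 4.05 in the model groups. The 75th percentile lay between 5.28 and 5.37 in the control group and between 5.53 and 5.57 in the model groups. The distribution of signals thus differed between control and model arrays. Clusters with exactly 1 gene symbol gave 18166 genes, and for 291 genes with several clusters the brightest cluster over all 9 arrays was used. All 9 arrays entered one fit of limma with a mean for each group. Genes were called at the criteria of the paper, a FDR under 0.05 and an absolute log2 FC over 1. The fit, the criteria, 24 gene lists and the rule for the genes named were set before the data were examined. The number of arrays limits the precision of every value.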

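Rises and falls were ranked among called genes with a characterised symbol and no overlap between the arrays of the groups. Of these, Samd9l, an interferon-induced antiviral gene, had the largest rise in the QDBS group, with a FC of 17.1 against control (log2 FC 4.10, standard error 0.32, n = 3 rats per group, FDR = 7.37e-06 from limma). Sarnp, an RNA-binding protein of mRNA export, rose with a FC of 15.5, and Smc4, a subunit of condensin, with a FC of 14.6 (standard errors 0.32 and 0.16 on the log2 scale). Ms4a1, which encodes the B cell antigen CD20, rose as well (FC 9.00, FDR = 2.5e-05), as did the GTPase gene Gimap4 (FC 8.96, FDR = 8.55e-07). Among the falls, Apoe, an apolipoprotein that the liver expresses strongly, had a FC of -11.2 (standard error 0.52 on the log2 scale, FDR = 0.000478), and Vtn, the plasma protein vitronectin, a FC of -7.95 (standard error 0.22, FDR = 4.78e-06). Altogether 1994 of 18166 genes were called, 1747 up-regulated and 247 down-regulated. All 3 QDBS arrays lay above all 3 control arrays for 4141 genes and below them for 5680, together 54.1% of the genes, where chance gives 10%. Up-regulated genes made up 87.6% of the calls, and 67.0% when each array was centred on its 75th percentile, which gave 618 down-regulated genes; centring on the array median gave 147. With the test named in the paper's methods the FDR of Apoe was 0.0620, which ended its call.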

2166 genes were identified dysregulated in YDBS when compared to control group, including 1989 up-regulated genes and 177 down-regulated genes (Figure 3B). 

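Among called genes with a characterised symbol and no overlap between arrays, Samd9l had the largest rise in the YDBS group as well (FC 18.3). Igsf6, a receptor-like gene of myeloid cells, had a FC of 17.5 against control (log2 FC 4.13, standard error 0.37, n = 3 rats per group, FDR = 1.66e-05 from limma). Anxa1, a glucocorticoid-inducible protein that limits inflammation, rose with a FC of 15.2 (standard error 0.37 on the log2 scale, FDR = 2e-05). Clec7a, the beta-glucan receptor of phagocytes, rose with a FC of 14.5 (standard error 0.29, FDR = 5.67e-06), and Dnaja1, a heat shock co-chaperone, with a FC of 15.2 (FDR = 1.97e-06). Among the falls, Fgg, the gamma chain of fibrinogen, had a FC of -7.73 (standard error 0.54, FDR = 0.00151) and Vtn a FC of -8.64. In all, 2059 genes were called, 1892 up-regulated and 167 down-regulated. The YDBS arrays all lay above the control arrays for 4257 genes and below them for 6055, or 56.8% of the genes against 10% by chance. Of the calls 91.9% were up-regulated, and 72.0% with centring on the 75th percentile. The count of down-regulated genes was 258 without control replicate 1, 68 with centring on the array median and 550 with centring on the 75th percentile. With the test named in the paper's methods the FDR of Fgg was 0.0838, which ended its call.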

The qPCR results were all in accord with the microarray analysis (Figure 3C and 3D). 

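On the arrays, the genes chosen for QDBS changed in both directions. Tpr, a nucleoporin of the nuclear pore basket, had a FC of 6.79 in QDBS against control (log2 FC 2.76, standard error 0.12, n = 3 rats per group, FDR = 5.72e-07 from limma). Sh3kbp1, an adaptor of receptor endocytosis, rose with a log2 FC of 2.41, Ppp2r2a, a regulatory subunit of protein phosphatase 2A, with a FC of 5.18, and Golim4, a Golgi membrane protein, with a FC of 3.63 (FDR at most 2.5e-06). Slc6a4, the serotonin transporter, which platelets carry, fell with a FC of -4.31 (standard error 0.33 on the log2 scale, FDR = 0.000571), and Cyp2e1, a cytochrome P450 of the liver, with a log2 FC of -3.46 (FDR = 5.72e-07). In YDBS against control, Ccr1, a chemokine receptor of monocytes and neutrophils, had a FC of 9.22 (standard error 0.34 on the log2 scale, FDR = 4.5e-05). Bcap29, a protein of the endoplasmic reticulum, rose with a FC of 6.82, Acap2, which acts on the GTPase Arf6, with a FC of 6.51 and Ddx1, an RNA helicase, with a FC of 2.41 (FDR at most 2.34e-05). Elovl2, which elongates fatty acids, fell with a FC of -2.65 and Ttr, the plasma carrier transthyretin, with a FC of -8.12 (FDR = 1.08e-05 and 1.26e-06). Each of these genes also met both criteria in the other model, for example Ccr1 with a FC of 3.35 and Acap2 with a FC of 3.93 in QDBS. Between QDBS and YDBS their FDRs lay between 0.0935 for Acap2 and 0.996 for Sh3kbp1; without QDBS replicate 3 Ccr1 was called lower in QDBS (log2 FC -1.94, FDR = 0.0104). The call of Elovl2 in QDBS ended without QDBS replicate 2 (log2 FC -0.99, from -1.09), with array median centring (-0.92) and with cyclic loess (-0.82). With the test named in the paper's methods Ccr1 in QDBS had a FDR of 0.0897 and Slc6a4 in YDBS a FDR of 0.110, which ended both calls. The qPCR measurements were not used here.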

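Platelet, B cell and T cell genes were over-represented among the genes called in QDBS and not in YDBS. Of 25 platelet genes, 10 belonged to this set, where 0.534 would be expected (Fisher's exact test, adjusted p = 5.19e-10). Ppbp, a chemokine of platelet granules, had a FC of -3.65 against control in QDBS (standard error 0.46 on the log2 scale, n = 3 rats per group, FDR = 0.00818 from limma) and -1.46 in YDBS (FDR = 0.335). The set also held 6 of 22 B cell genes (0.470 expected, adjusted p = 4.59e-05), 5 of 24 T cell genes (0.513 expected, adjusted p = 0.000862) and 5 of 33 erythroid genes (0.705 expected, adjusted p = 0.00323). Cd3g, a chain of the T cell receptor complex, had a FC of 2.86 in QDBS and 1.61 in YDBS (FDR = 0.000146 and 0.0134). Gata1, the erythroid transcription factor, had a FC of -2.66 in QDBS and -1.57 in YDBS (FDR = 2.88e-05 and 0.00349).
Over the whole lists in QDBS against control, 2 platelet genes rose and 12 fell, with a median log2 FC of -0.82 relative to all genes (camera, adjusted p = 0.00447, and 0.622 as the adjusted p with an estimated correlation). 7 T cell genes and 10 B cell genes rose and none fell, with relative medians of 0.82 and 1.18 (camera, adjusted p = 5.42e-07 and 6.17e-08, and adjusted p = 0.316 and 0.316 with an estimated correlation; relative medians of 0.45 and 0.77 at the lowest of the scalings). 1 erythroid gene rose and 6 fell, with a relative median of -0.48 (camera, adjusted p = 0.00988, and adjusted p = 0.608 with an estimated correlation; the relative median was -0.25 without control replicate 1, -0.77 without control replicate 2 and -0.28 without control replicate 3, and -0.80 at the lowest of the scalings, and the camera adjusted p 0.0678 without control replicate 1 and 0.0655 with 75th percentile centring). These counts were the same adjusted over the list alone. In all, 388 genes were called in QDBS and not in YDBS, 257 up-regulated and 131 down-regulated. Of these genes 306 (78.9%) had a FDR under 0.05 and the same direction in YDBS. The up-regulated ones had a median log2 FC of 1.14 in QDBS and 0.85 in YDBS, and the down-regulated ones of -1.14 and -0.72. Tested directly between QDBS and YDBS, 5 of the 388 differed at a FDR under 0.05; the FDR was 0.0971 for Cd3g and 0.279 for Ppbp. The call of Ppbp ended with the test named in the paper's methods (FDR = 0.0934).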

Between the 2121 dysregulated genes in QDBS and 2166 dysregulated genes in YDBS, 445 were identified as QDBS-specific genes (293 genes were up-regulated and 152 were down-regulated), which indicated a special pathomechanism of ischemic stroke rats with QDBS syndrome. 490 were identified as YDBS-specific genes (433 genes were up-regulated and 57 were down-regulated), which maybe explain the pathomechanism of ischemic stroke rats with YDBS syndrome. 

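Genes of inflammation and of neutrophils were over-represented among these genes. Of 72 inflammatory response genes, a term the study picked on these samples and so no independent evidence of direction, 24 were in the set, where 1.80 would be expected (Fisher's exact test, adjusted p = 3.47e-19). Of 28 neutrophil genes, 10 were in it, where 0.698 would be expected (adjusted p = 7.61e-09). Both lists share genes, among them Fpr1 and Il1r2, so the results are partly of the same genes. Fisher's exact test takes genes as independent, and with an estimated correlation camera called neither list in YDBS against control (adjusted p = 0.290 and 0.495). Selp, the adhesion molecule P-selectin of platelets and endothelium, had a FC of 2.97 in YDBS against control (standard error 0.15 on the log2 scale, n = 3 rats per group, FDR = 2.52e-05 from limma) and of -1.14 in QDBS (FDR = 0.338). Directly between QDBS and YDBS its FC was -3.37 (FDR = 0.00384). Bmx, a tyrosine kinase of the Tec family, had a FC of 4.82 in YDBS and 1.42 in QDBS, and a direct FC of -3.41 (FDR = 0.0165). Tns1, which links integrins to actin, had a FC of 2.52 in YDBS and -1.15 in QDBS, and a direct FC of -2.89 (FDR = 0.0165). The direct calls ended without QDBS replicate 2 for Selp (FDR = 0.0532), Bmx and Tns1 (FDR = 0.104 for both). For Bmx and Tns1 they also ended without QDBS replicate 1 (FDR = 0.109 and 0.0859) and without YDBS replicate 2 (FDR = 0.116 for both), and with only the groups compared in the fit (FDR = 0.0689 and 0.0647). With the test named in the paper's methods the direct calls of all 3 genes ended (FDR = 0.219, 0.332 and 0.302).
In all, 453 genes were called in YDBS and not in QDBS, 402 up-regulated and 51 down-regulated; the latter were 91 without control replicate 1 and 79 without control replicate 3. Of the 453 genes, 311 (68.7%) had a FDR under 0.05 and the same direction in QDBS, and 39 differed between the models in the direct test. The median log2 FC of the up-regulated ones was 1.19 in YDBS and 0.75 in QDBS, and that of the down-regulated ones -1.08 and -0.91. Over all genes, the direct test called 0 genes higher and 60 genes lower in QDBS than in YDBS by limma, 34 of them in either specific set and 4 in the common set. An unadjusted p under 0.05 gave 11 higher and 164 lower, and the test named in the paper's methods gave 0 of either. The genes lower in QDBS than in YDBS numbered 14 without control replicate 1, 97 without control replicate 2, 14 without control replicate 3, 1 without QDBS replicate 1, 0 without QDBS replicate 2, 102 without YDBS replicate 1, 3 without YDBS replicate 2 and 34 without YDBS replicate 3. The genes higher in QDBS than in YDBS numbered 1 without control replicate 2, 3 without QDBS replicate 3, 3 without YDBS replicate 1 and 2 without YDBS replicate 3. Of all 841 specific genes, 44 (5.23%) differed in the direct test. The share of specific genes that differ between the models was 1.31% without control replicate 1, 14.4% without control replicate 2, 1.11% without control replicate 3, 0.110% without QDBS replicate 1, 0% without QDBS replicate 2, 8.00% without YDBS replicate 1, 0.374% without YDBS replicate 2 and 2.90% without YDBS replicate 3. From the genes called in one model and not in the other, the paper reasons that each syndrome has a pathomechanism of its own, and for YDBS it proposes this as a possible explanation.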

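Genes of natural killer cells, of the type I interferon response and of hepatocytes changed in the same direction in both models. Of 21 natural killer cell genes, 7 rose in QDBS and 7 in YDBS and none fell. Klrk1, the activating receptor NKG2D, had a FC of 6.38 in QDBS and 5.99 in YDBS against control (standard error 0.19 on the log2 scale, n = 3 rats per group, FDR = 4.56e-06 and 5.08e-06 from limma). Of 38 interferon response genes, 14 rose in QDBS and 15 in YDBS and none fell. Ifih1, a sensor of viral RNA, had a FC of 6.34 in QDBS and 7.15 in YDBS (FDR = 6.95e-06 and 4.44e-06). Of 36 hepatocyte genes, 22 fell in both groups, among them Ass1, an enzyme of the urea cycle (FC -5.39 in QDBS and -2.93 in YDBS, FDR = 2.75e-05 and 0.000463). The relative medians of the hepatocyte genes were -1.07 in both comparisons (camera, adjusted p = 9.62e-15 and 6.63e-14, and adjusted p = 0.166 for both with an estimated correlation). Those of the natural killer cell genes were 0.82 and 0.79 (camera, adjusted p = 8.1e-06 and 7.31e-05, and adjusted p = 0.276 for both with an estimated correlation). Those of the interferon genes were 0.98 and 0.82 (camera, adjusted p = 1.1e-07 and 3.26e-08, and adjusted p = 0.316 for both with an estimated correlation). At the scaling that brought them nearest to 0, the relative medians were -0.98 and -0.92 for the hepatocyte genes, 0.46 and 0.41 for the natural killer cell genes and 0.59 and 0.52 for the interferon genes. These counts were the same adjusted over the list alone.
Altogether 1606 genes were called in both comparisons, 1490 up-regulated and 116 down-regulated, and none in opposite directions. Independent sets of these sizes would share 182 up-regulated and 2.27 down-regulated genes. Both comparisons use the same control arrays, and 100 simulations of unchanged groups with shared controls gave 0 common genes. With a mean of 0.08 genes called in QDBS per simulation, this count could not show how far shared controls raise the overlap. The log2 FCs of the models correlated across genes at r = 0.927, against 0.500 in the simulations; genes are not independent replicates. Their covariance was 0.427, against 0.0147 in the simulations. The control arrays are too few to be divided between the comparisons, so part of this relation comes with the shared controls. By covariance this part was small in the simulations, which gave every group the same spread, while the control arrays varied more.

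**Figure D1:**
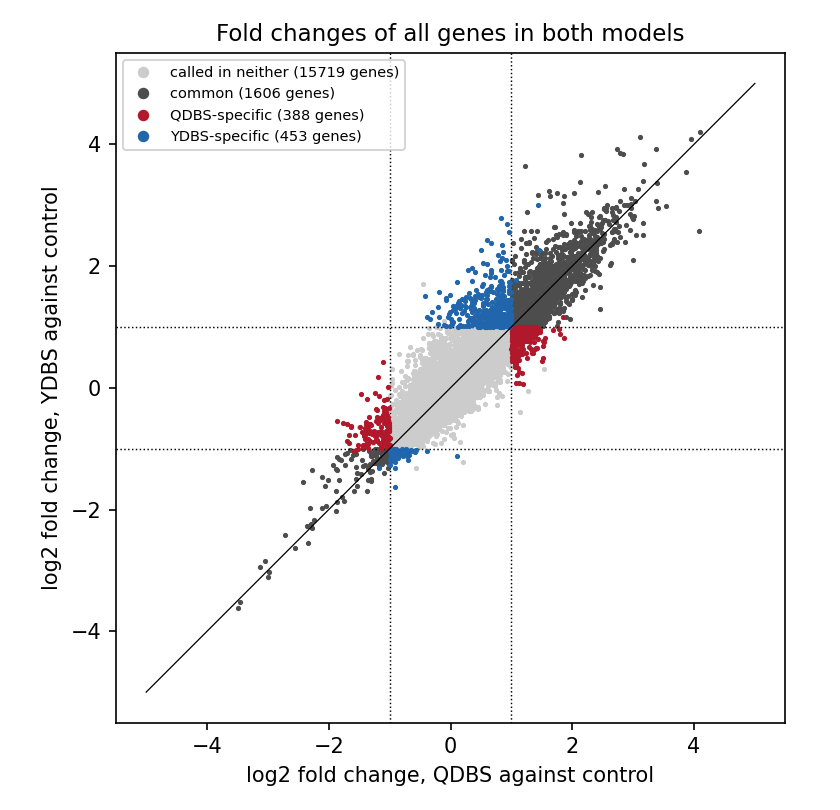
Log2 FC of each gene in QDBS (x axis) and YDBS (y axis) against control, coloured by whether the gene was called in both comparisons (1606), in QDBS (388), in YDBS (453) or in neither. Genes called in a single comparison lie beside the common genes along the diagonal.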

Notably, 1676 genes (1556 genes were up-regulated and 120 were down-regulated) were overlapping between the dysregulated genes in QDBS and YDBS, which suggested a common mechanism underlying BSS (Figure 3E and 3F).

**Figure 3:**
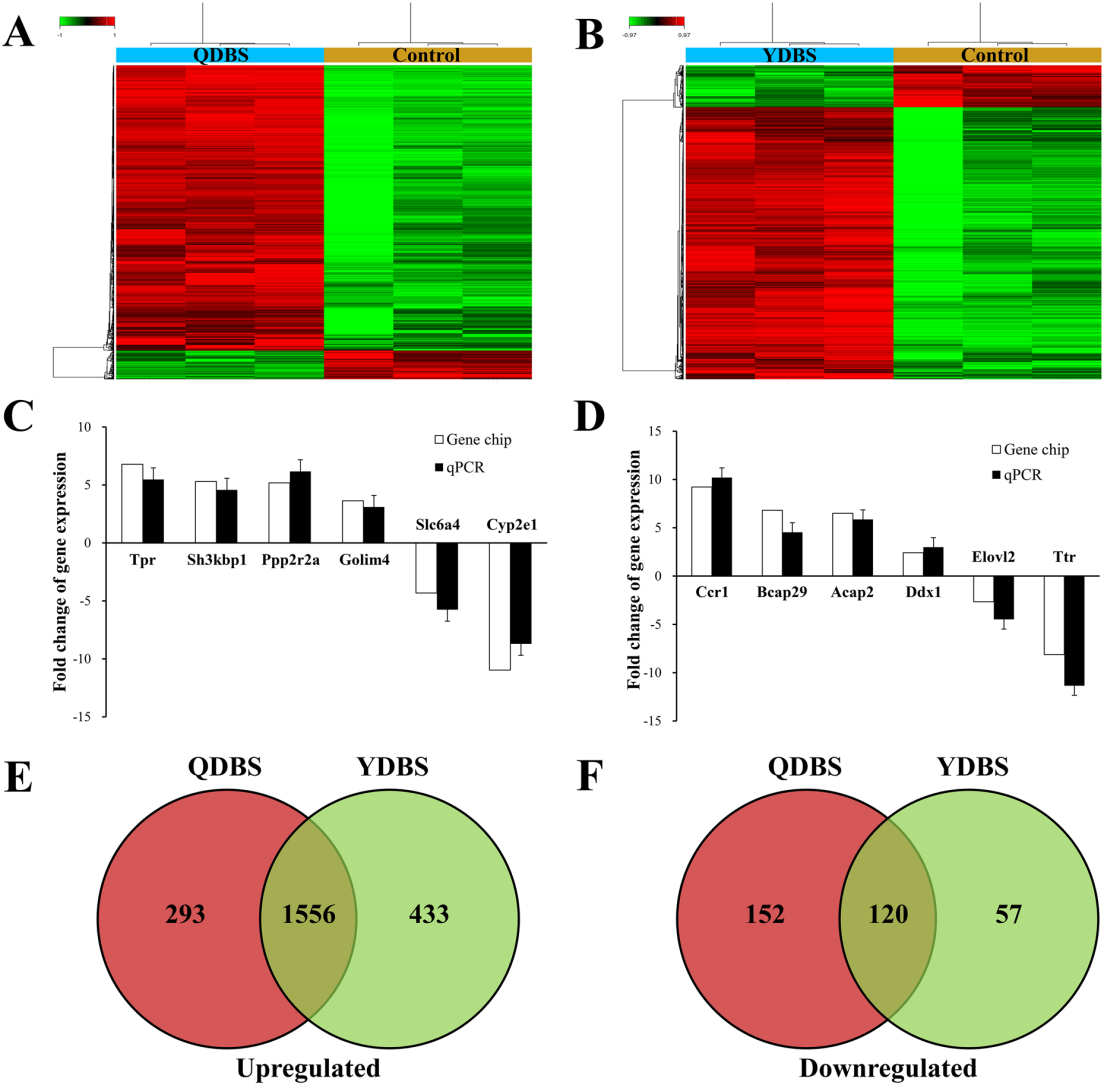
The differentially expressed genes (DEGs) among the groups Hierarchical clustering between QDBS **(A)** or YDBS **(B)** and control group. Green color represent down-regulated genes, red color represent up-regulated genes (P<0.05). Validation of a subset of genes differentially expressed between QDBS **(C)** or YDBS **(D)** and control group by qPCR. White bars represent the fold change at the expression level as indicated by microarray analysis; black bars represent the mean fold change of gene expression calculated by qPCR method. Values are the mean ± SEM (n = 6). The Venn diagram of up-regulated **(E)** and down-regulated **(F)** genes between QDBS/control and YDBS/control.

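Over all 18166 genes, the 9 arrays divided first into sham-operated and model rats. A division into 2 clusters separated the 3 control arrays from the 6 arrays of both model groups, and a division into 4 clusters separated QDBS from YDBS. Correlations across genes lay between 0.989 and 0.993 among QDBS arrays, 0.989 and 0.991 among YDBS arrays and 0.963 and 0.989 among control arrays. Between QDBS and YDBS arrays they lay between 0.977 and 0.991, and between control and model arrays between 0.883 and 0.950. Control replicate 2 stood apart from the other control arrays and formed a cluster of its own in a division into 3 clusters. It joined them at a height of 0.0361, and the control arrays joined the model arrays at 0.0737 (1 minus the correlation, average linkage). Without it, 1630 genes were called in QDBS and 1693 in YDBS.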

### Gene ontology and pathway analyses of the difference between QDBS and YDBS stroke rats

QDBS-specific genes, YDBS-specific genes and blood stasis common genes were uploaded to DAVID (Database for Annotation, Visualization and Integrated Discovery) software to perform gene ontology (GO) and KEGG (Kyoto Encyclopedia of Genes and Genomes) analyses. GO analysis revealed that 65 significant GO terms (FDR<0.05) were regulated by QDBS-specific genes, while 70 terms were regulated by YDBS-specific genes and 376 terms were regulated by the common genes. The top ten significantly enriched GO terms in the three subsets were presented in Figuer 4A, 4C, 4E. Among them, aging (*P*-value=3.70E-08), inflammatory response (*P*-value=2.93E-12) and DNA-dependent transcription (*P*-value=9.65E-33) were the most obvious.

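Among genes of the inflammatory response, Casp1, which activates interleukin-1 beta, rose with a FC of 7.48 in QDBS and 8.04 in YDBS against control (standard error 0.26 on the log2 scale, n = 3 rats per group, FDR = 2.01e-05 and 1.33e-05 from limma). Ccr2, the chemokine receptor of inflammatory monocytes, rose with a FC of 5.92 in QDBS and 8.06 in YDBS (FDR = 1.3e-05 and 4.59e-06). Il1b, the cytokine itself, rose with a log2 FC of 1.32 in QDBS and 2.57 in YDBS (FDR = 0.00455 and 6.26e-05). Of the 72 genes of the list, 9 rose and 3 fell in QDBS and 32 rose and 2 fell in YDBS, the same counts as adjusted over the list alone. At the lowest of the scalings the relative medians of the list were 0.15 in QDBS and 0.73 in YDBS. The study picked this term on these samples, so the counts are not independent evidence of its direction. The medians relative to all genes were 0.38 in QDBS (camera, adjusted p = 0.0248, and adjusted p = 0.638 with an estimated correlation) and 1.03 in YDBS (camera, adjusted p = 1.17e-08, and adjusted p = 0.290 with an estimated correlation). The call in QDBS ended without control replicate 2 (camera adjusted p = 0.113, relative median 0.25) and without QDBS replicate 3 (0.0961). It also ended with centring on the array median (0.0614), quantile normalization (0.265), cyclic loess (0.699) and dim genes left out (0.372).
Directly between QDBS and YDBS, 9 inflammatory genes were lower and none was higher, and 20 were lower adjusted over the list alone. The relative median was -0.57 (camera, adjusted p = 9.27e-24, and adjusted p = 0.246 with an estimated correlation). Neutrophil genes moved with them, but both lists share genes, among them Fpr1 and Il1r2, so these are not separate results. In YDBS against control 10 of 28 rose and 2 fell (relative median 0.67, camera adjusted p = 0.00329, and adjusted p = 0.495 with an estimated correlation). Fpr1, the formyl peptide receptor of neutrophils, had a FC of 5.90 in YDBS and 1.94 in QDBS (FDR = 0.000154 and 0.0369). In QDBS 0 rose and 4 fell, with a relative median of 0.24, a relative mean of -0.11 and an upward camera test (adjusted p = 0.819, and adjusted p = 0.970 with an estimated correlation). At the lowest of the scalings, and without an array, this median was -0.02. These neutrophil counts were the same adjusted over the list alone. Genes of aging and of DNA-dependent transcription were not analysed here as groups.

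**Figure D2:**
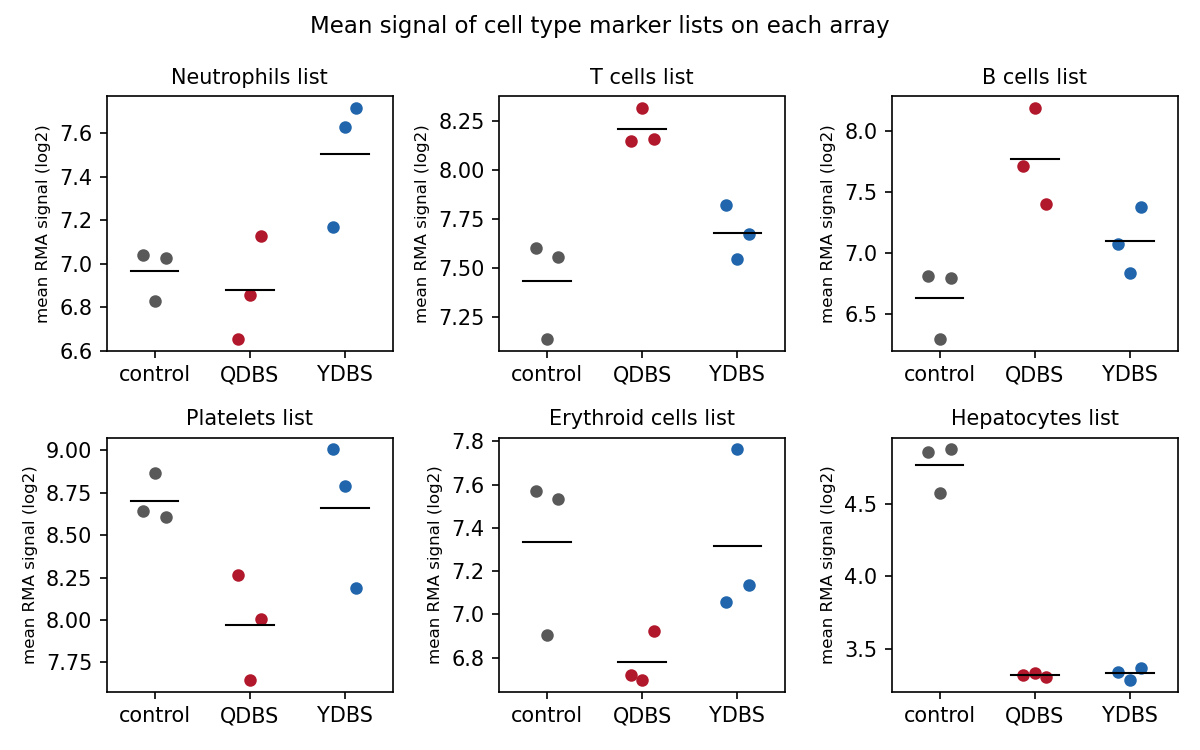
Mean log2 signal of the neutrophil, T cell, B cell, platelet, erythroid and hepatocyte genes on each array of the control, QDBS and YDBS groups, 3 arrays each. Hepatocyte genes lie higher on every control array than on any model array, and B cell genes higher on every QDBS array than on any other array.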

Pathway analysis demonstrated that there were 79, 87 and 138 pathway categories (FDR<0.05) were affected by the three subsets of genes. Figure 4B, 4D, 4F showed the top ten significantly pathways. 

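Splicing genes rose in both models. Hnrnpu, an RNA-binding protein of the nuclear matrix, had a FC of 6.15 in QDBS and 5.10 in YDBS against control (standard error 0.13 on the log2 scale, n = 3 rats per group, FDR = 8.55e-07 and 1.89e-06 from limma). Thoc2, a subunit of a complex that couples transcription, splicing and mRNA export, had a FC of 5.34 in QDBS and 5.13 in YDBS (FDR = 2.64e-06 and 2.8e-06). Of 84 spliceosome genes, 38 rose and 1 fell in QDBS, and 33 rose and 1 fell in YDBS. The study picked this pathway on these samples, so the counts are not independent evidence of direction. The relative medians were 1.03 and 0.86 (camera, adjusted p = 7.26e-19 and 2.9e-15, and adjusted p = 0.276 and 0.279 with an estimated correlation), and 0.68 and 0.58 at the lowest of the scalings. The set common to both models held 34 of them, where 7.43 would be expected (Fisher's exact test, adjusted p = 1.57e-13).
RNA transport and ubiquitin ligation genes rose with them. The spliceosome and RNA transport lists share genes, among them Thoc2. Ranbp2, a nucleoporin, had a FC of 6.31 in QDBS and 5.91 in YDBS, and Cul4b, a scaffold of ubiquitin ligases, a FC of 7.79 and 8.07 (FDR at most 2.3e-06). Of 48 RNA transport genes, 25 rose in QDBS and 22 in YDBS and none fell (relative medians 1.22 and 1.04, camera adjusted p = 2.11e-14 and 4.65e-11, and adjusted p = 0.276 for both with an estimated correlation). Of 73 ubiquitin ligation genes, 30 rose and 1 fell in QDBS, and 33 rose and none fell in YDBS (relative medians 1.02 and 0.95, camera adjusted p = 3.62e-14 and 2e-14, and adjusted p = 0.309 for both with an estimated correlation).
Metabolic pathways were covered only in part, by lists of glycolysis and of oxidative phosphorylation. The YDBS-specific set held 3 glycolysis genes (0.623 expected, Fisher's exact test, adjusted p = 0.0849) and the QDBS-specific set 0 (0.534 expected). Of oxidative phosphorylation the QDBS-specific set held 3 (1.43 expected, adjusted p = 0.388) and the YDBS-specific set 0 (1.67 expected, adjusted p = 0.626). Of the metabolic genes, Slc2a3, a glucose transporter, had a FC of 2.32 in YDBS (FDR = 0.000343) and -1.02 in QDBS (FDR = 0.917). The YDBS call of Slc2a3 ended with quantile normalization (log2 FC 0.86) and cyclic loess (log2 FC 0.95). Ndufb3, a subunit of respiratory complex I, rose with a FC of 2.98 in QDBS and 3.09 in YDBS (FDR = 5.81e-06 and 4.36e-06). Of 25 genes of glycolysis and the pentose phosphate pathway, 1 rose in QDBS and 4 in YDBS and none fell. Their relative medians were 0.23, and -0.07 at the lowest of the scalings, in QDBS (camera, adjusted p = 0.287, and adjusted p = 0.692 with an estimated correlation) and 0.37 in YDBS (camera, adjusted p = 0.0132, and adjusted p = 0.327 with an estimated correlation). At the lowest of the scalings the median in YDBS was 0.19, and the call ended with quantile normalization (camera adjusted p = 0.331), cyclic loess (0.315) and dim genes left out (0.374). Of 67 genes of oxidative phosphorylation, 7 rose and 1 fell in QDBS and 5 rose and none fell in YDBS. Their relative medians were 0.19 and 0.18 (camera, adjusted p = 0.287 and 0.244, and adjusted p = 0.789 and 0.776 with an estimated correlation), and -0.17 and -0.23 at the lowest of the scalings and 0.08 and 0.10 without control replicate 2. The test turned downward with quantile normalization (camera adjusted p = 0.0473 and 0.0381) and cyclic loess (0.0271 and 0.0485). These counts were the same adjusted over the list alone.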

The metabolic pathways (*P*-value=9.46E-09 in QDBS, *P*-value=6.46E-12 in YDBS) and Spliceosome pathway (*P*-value =1.51E-26 in overlapping) were enriched as the most significant ones according to the *P*-value.

**Figure 4:**
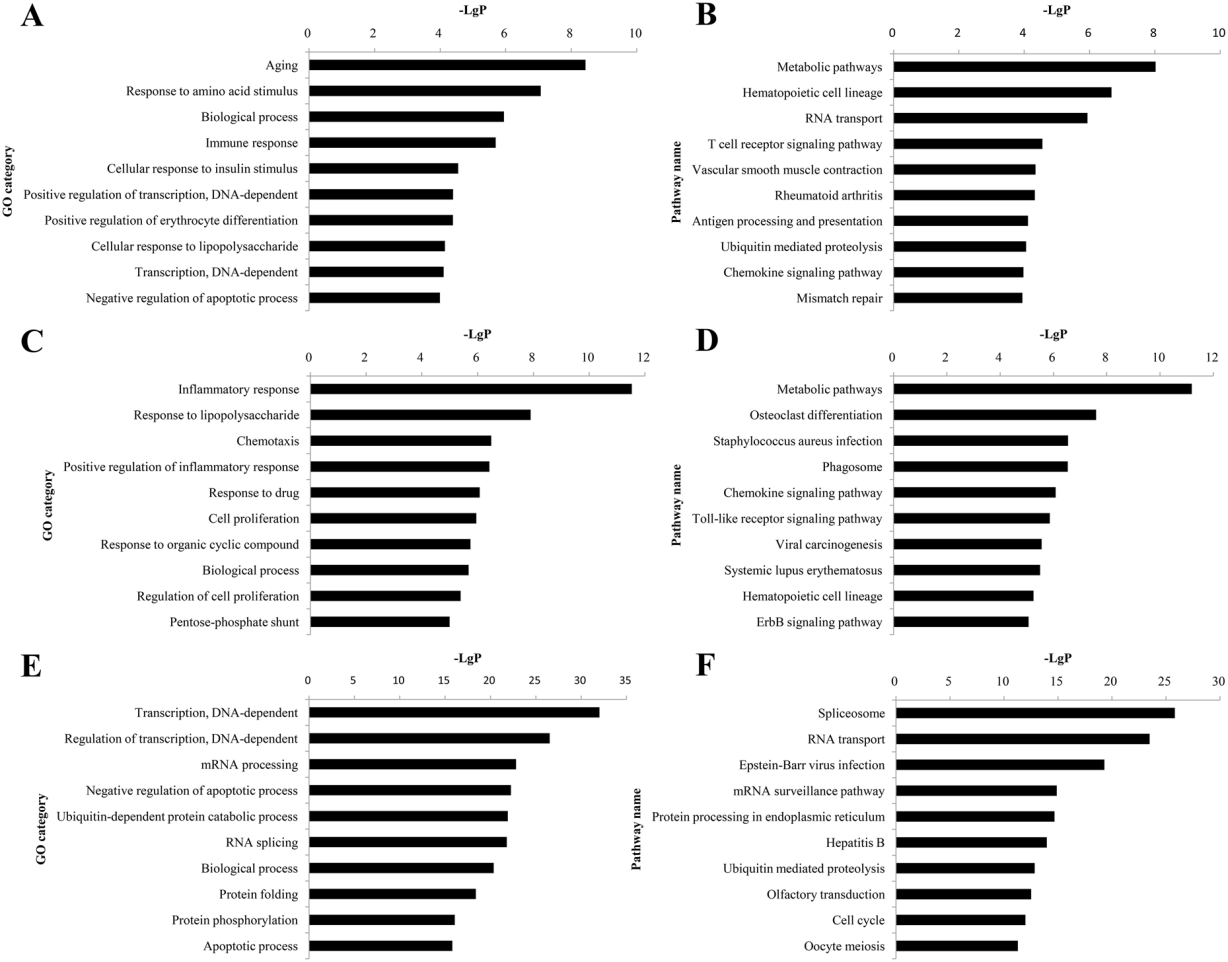
Histogram of GO and pathway enrichment analyses of dysregulated genes GO analysis of QDBS-specific genes **(A)**, YDBS-specific genes **(C)** and overlapping genes **(E)**. Pathway analysis of QDBS-specific genes **(B)**, YDBS-specific genes **(D)** and overlapping genes **(F)**. X axis, negative logarithm of the P-value (− LgP). Y axis, name of the GO or pathway items.

### Pathway relation network analysis of the difference between QDBS and YDBS stroke rats

In order to define functional relationships among pathways enriched above, the pathway relation network analysis was conducted. As shown in Figure 5, the QDBS-specific pathway network was composed of 31 nodes (represent pathways) and 62 edges (line connections between pathways), while YDBS-specific pathway network contained 36 nodes and 112 edges. Besides, 72 nodes and 251 edges were assigned to BSS common pathway network. The T cell receptor signaling pathway, MAPK signaling pathway and apoptosis pathway were identified as the hub pathways, respectively.

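Genes of all of these pathways rose in both models. In T cell receptor signalling, Ptprc, the phosphatase CD45, had a FC of 7.79 in QDBS and 7.75 in YDBS against control (standard error 0.33 on the log2 scale, n = 3 rats per group, FDR = 6.64e-05 and 5.89e-05 from limma). Rasgrp1, which activates Ras in T cells, had a FC of 3.41 in QDBS and 2.13 in YDBS (FDR = 3.13e-05 and 0.000684). In MAPK signalling, Rps6ka3, a kinase downstream of ERK, had a FC of 6.26 in QDBS and 7.78 in YDBS, and Rap1a, a Ras-like GTPase, a FC of 3.97 and 4.69 (FDR at most 3.68e-05). In apoptosis, Bcl2 and Xiap, which inhibit it, had a FC of 4.61 and 3.07 in QDBS and of 4.20 and 3.30 in YDBS (FDR at most 4.15e-05). Apaf1, the core of the apoptosome, had a FC of 2.58 in QDBS and 2.82 in YDBS (FDR = 0.000363 and 0.000183).
The study picked these pathways on these samples, so their counts are not independent evidence of direction. Of 60 T cell receptor genes, 22 rose and 1 fell in QDBS and 19 rose and none fell in YDBS (relative medians 0.87 and 0.84, camera adjusted p = 8.04e-11 and 1.3e-07, and adjusted p = 0.309 and 0.327 with an estimated correlation). Of 91 MAPK genes, 20 rose and none fell in QDBS and 25 rose and 1 fell in YDBS (relative medians 0.25 and 0.41, camera adjusted p = 0.000995 and 8.1e-06, and adjusted p = 0.316 and 0.290 with an estimated correlation). Of 49 apoptosis genes, 13 rose and 1 fell in QDBS and 13 rose and none fell in YDBS (relative medians 0.49 and 0.52, camera adjusted p = 5.61e-06 and 2.13e-06, and adjusted p = 0.316 for both with an estimated correlation). At the lowest of the scalings the relative medians in QDBS and YDBS were 0.52 and 0.46 for the T cell receptor genes, 0.05 and 0.21 for the MAPK genes and 0.21 and 0.28 for the apoptosis genes. These counts were the same adjusted over the list alone. The QDBS-specific set held 7 T cell receptor genes (1.28 expected, Fisher's exact test, adjusted p = 0.00168) and the YDBS-specific set 3 (1.5 expected, adjusted p = 0.399). The YDBS-specific set held 9 MAPK genes (2.27 expected, adjusted p = 0.00245) and the QDBS-specific set 3 (1.94 expected, adjusted p = 0.632). Of the apoptosis genes, 11 were in the common set (4.33 expected, adjusted p = 0.0125). Directly between QDBS and YDBS, the T cell receptor genes had a relative median of 0.02, and up to 0.06 without one array (camera adjusted p = 0.0670, and adjusted p = 0.75 with an estimated correlation). Without control replicate 2, QDBS replicate 1 or YDBS replicate 1 this camera adjusted p was 0.0423, 0.0301 and 0.0155. It was also under 0.05 with centring on the array median (0.0385) or the 75th percentile (0.0401), quantile normalization (0.00270), cyclic loess (0.0312) and array weights (0.0354). 1 MAPK gene was lower in QDBS than in YDBS, 4 adjusted over the list alone (relative median -0.14, camera adjusted p = 0.000386, and adjusted p = 0.316 with an estimated correlation). The apoptosis genes had a direct relative median of -0.01, and between -0.05 and 0.04 without one array (camera adjusted p = 0.565, and adjusted p = 0.929 with an estimated correlation). The MAPK call in QDBS ended with quantile normalization (camera adjusted p = 0.325), cyclic loess (0.552) and dim genes left out (0.158).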

**Figure 5:**
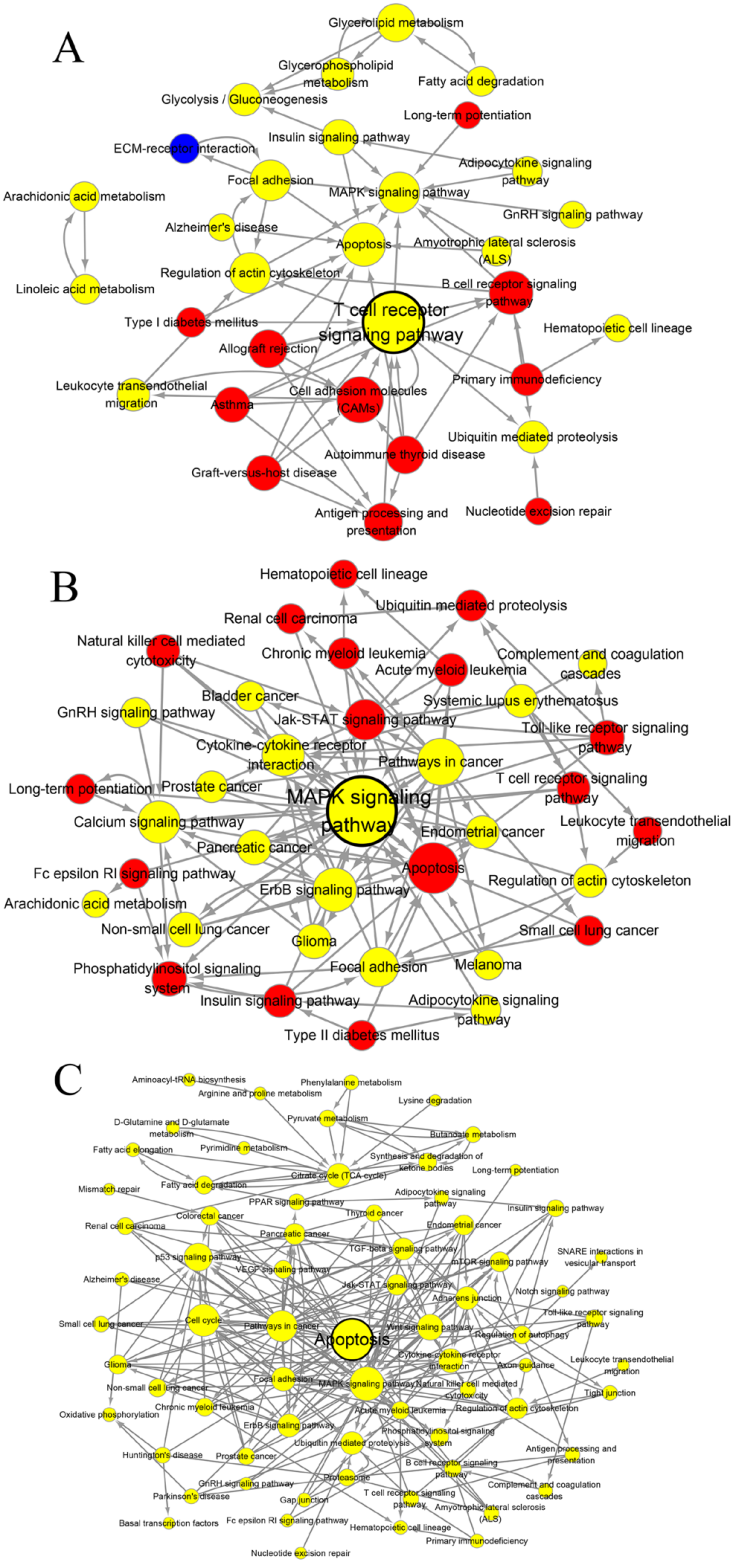
The interaction net of the significant pathways The pathway relation network of QDBS-specific genes **(A)**, YDBS-specific genes **(B)** and overlapping genes **(C)**. Nodes represent pathways. The area of nodes displays the degree that is the number of other genes that interact with this gene. Lines indicate interactions between pathways, where pathways indicated by the arrowhead are regulated by pathways of the arrow tail. Red nodes represent up-regulated pathways, blue nodes represent down-regulated pathways, and yellow nodes represent the up/down-regulated pathways. Nodes with black borders indicate the hub pathways identified by networks.

### Gene co-expression network analysis of the difference between QDBS and YDBS stroke rats

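Nfkb1 encodes p105, the precursor of the p50 subunit of NF-kB. Its mean log2 signal in blood was 8.34 ± 0.187 (SD, n = 3 rats) in QDBS and 7.19 ± 0.443 (SD, n = 3) in control rats. The FC of QDBS against control was 2.23 (log2 FC 1.16, standard error 0.20, FDR = 0.00104 from limma), and all 3 QDBS rats had a higher signal than every control rat. Rela, which encodes the p65 subunit, had a FC of 1.22 (FDR = 0.106). Without control replicate 2 the log2 FC of Nfkb1 was 0.90, below the criterion of 1. It was also below 1 with 75th percentile centring (0.93), quantile normalization (0.88), cyclic loess (0.89) and array weights (0.90), and the test named in the paper's methods gave a FDR of 0.0614.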

The gene co-expression network was constructed with respect to gene function associations (23), As shown in Figure 6, 50 nodes (represent the DEGs) and 84 edges (line connections between nodes) were assigned to the QDBS-specific co-expression network, and *Nfκb1* (FC=2.23, according to the identification of DEGs) was identified as the hub gene. YDBS-specific co-expression network contained 40 nodes and 88 edges with the hub gene *Egfr* (FC=-2.08). 

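Egfr encodes the receptor of epidermal growth factor and is strongly expressed in the liver. Its mean log2 signal in blood was 4.47 ± 0.157 (SD, n = 3 rats) in YDBS, 4.54 ± 0.152 in QDBS and 5.53 ± 0.143 in control rats (SD, n = 3 each). The FC of YDBS against control was -2.08 (log2 FC -1.06, standard error 0.13, FDR = 0.000148 from limma). In QDBS it was -1.99 (log2 FC -0.99, FDR = 0.000247), which passed the FDR criterion and missed the FC criterion. Directly between QDBS and YDBS the FC was 1.05 (FDR = 0.969). The YDBS call ended without control replicate 3 (log2 FC -0.98), without YDBS replicate 2 (-0.99), with array median centring (-0.86) and with cyclic loess (-0.95). Egfr was called in QDBS without control replicate 1 (log2 FC -1.05), without control replicate 2 (-1.02) and without QDBS replicate 1 (-1.07), and with 75th percentile centring (-1.22), quantile normalization (-1.17) and array weights (-1.08).

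**Figure D3:**
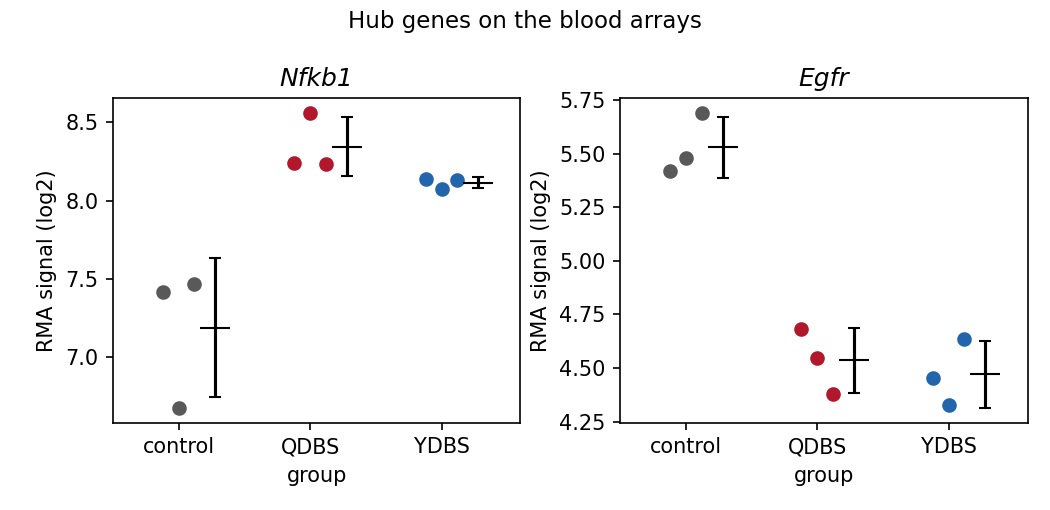
Log2 signal of Nfkb1 and Egfr on each of the 9 arrays by group, with the mean and SD of each group (n = 3). Nfkb1 lies higher and Egfr lower on every QDBS and YDBS array than on any control array.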

BSS common co-expression network was composed of 212 nodes and 474 edges, and *Casp3* (FC=2.82 in QDBS, FC=4.35 in YDBS) was the hub gene according to the degree size.

**Figure 6:**
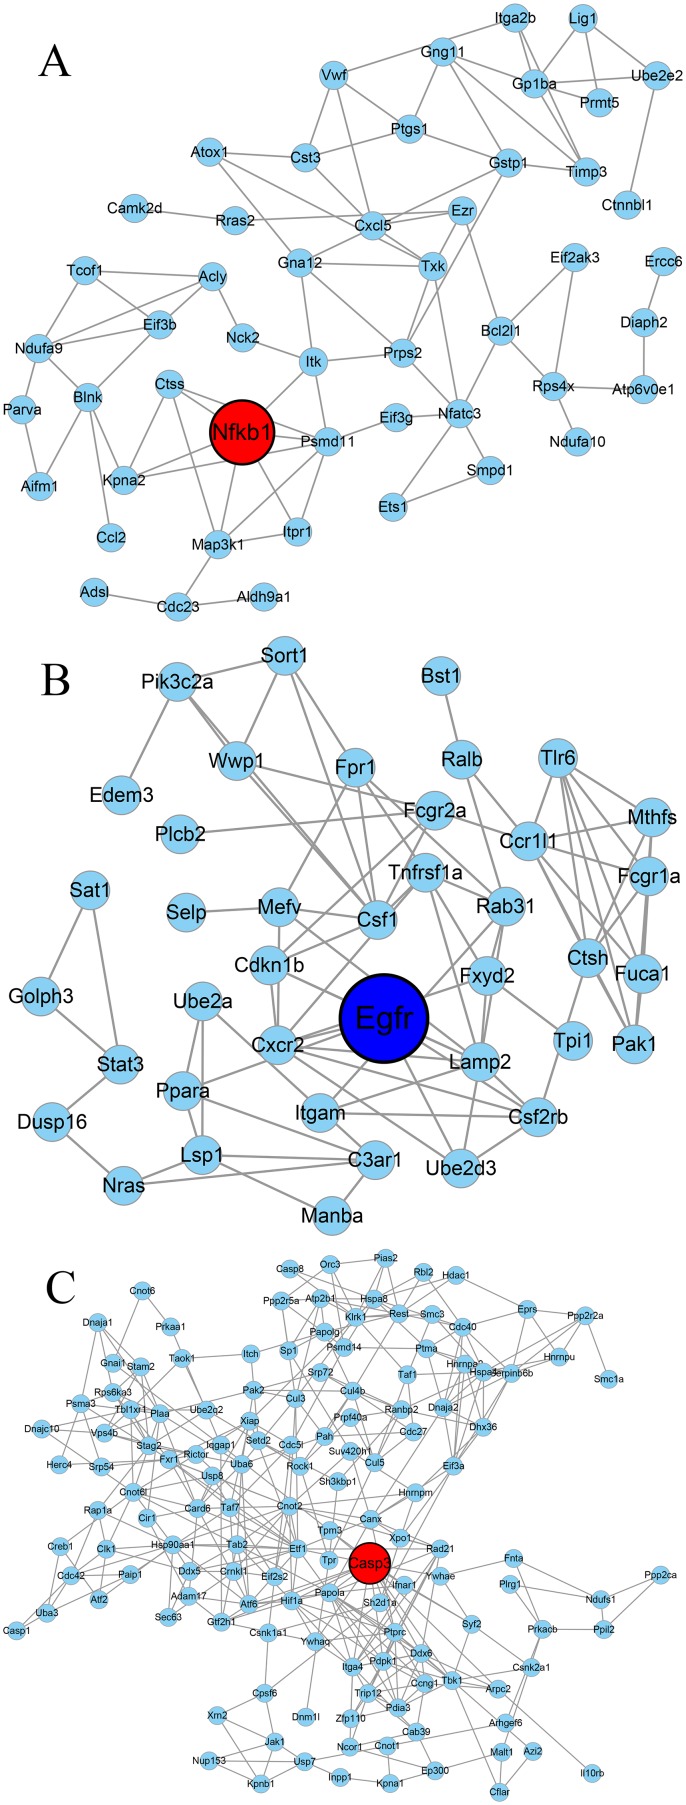
The co-expression network analysis of differentially expressed genes The co-expression network of QDBS-specific genes **(A)**, YDBS-specific genes **(B)** and overlapping genes **(C)**. Nodes denote genes; Lines represent gene-gene interrelation; the size of the nodes represents the degree value. Red nodes represent up-regulated genes, dark blue nodes represent down-regulated genes, and yellow nodes represent the up/down-regulated genes. Nodes with black borders indicate the hub genes identified by networks.

### Validation of the hub genes and pathways

The hub genes and pathways were validated both in brain tissue and thoracic aorta. Western blotting results showed that NF-κB1 (p50) expression level in QDBS group was significantly higher than control and YDBS group, while EGFR expression level was significantly decreased in YDBS group compared to control and QDBS group (Figure 7A-7D). The expression of p105 was too low to analysis from the protein band, so the statistical analysis of NF-κB1 was mainly based on the expression level of p50. In order to examine the apoptosis level of ischemic stroke rats with BSS, TUNEL staining was used to quantify apoptotic cells. The data in Figure 7E-7F showed that there were massive TUNEL positive staining in both brain tissue and thoracic aorta of the two model groups.

**Figure 7:**
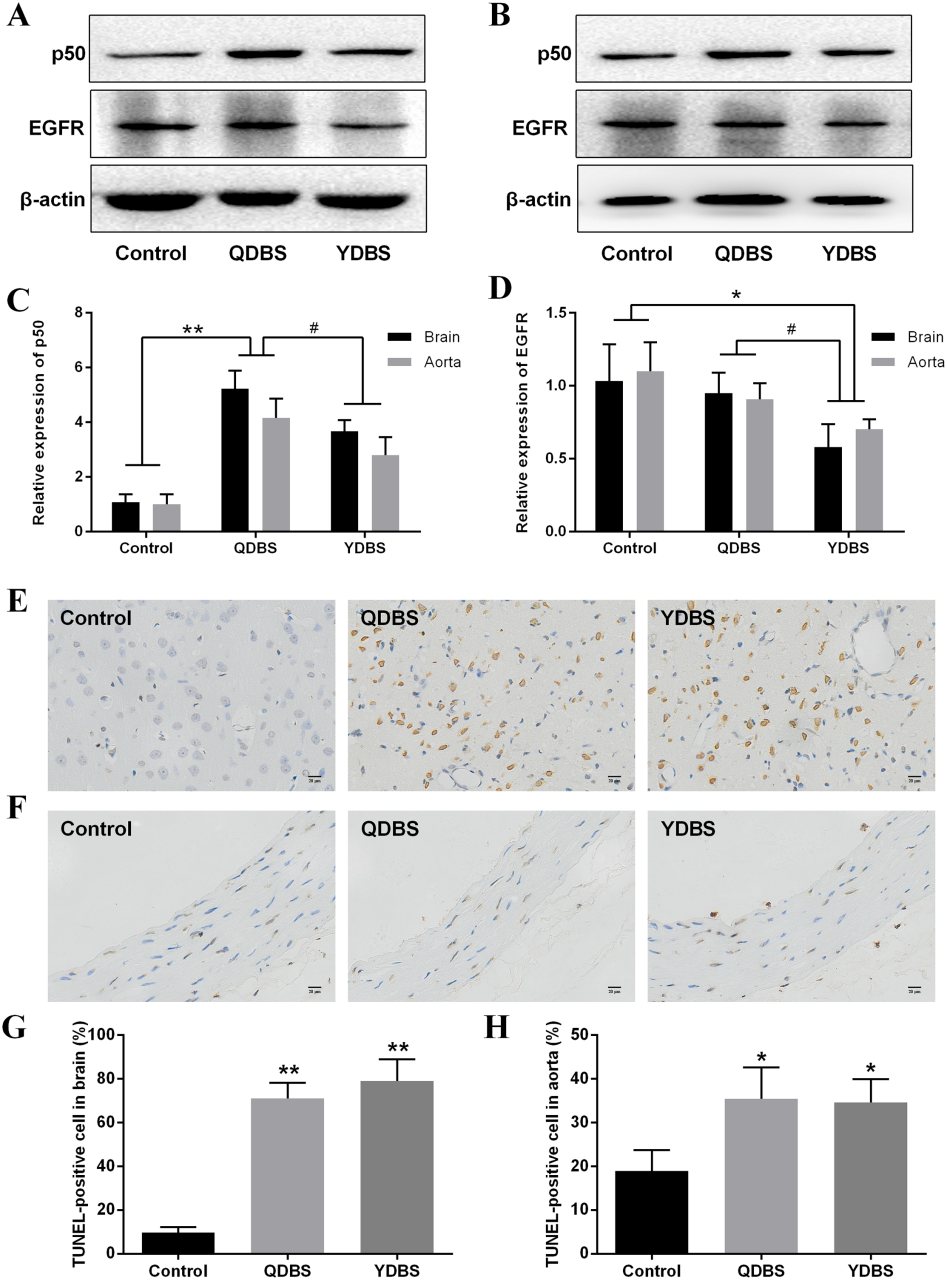
Validation of the hub genes and pathways Expression of NF-κB p50 and EGFR in brain tissue **(A)** and thoracic aorta **(B)** were detected by western blotting. The relative expression levels of p50 **(C)** and EGFR **(D)**. Tunel staining of cerebral cortex (E) and thoracic aorta **(F)**. Quantitative analyses of TUNEL-positive cells in brain tissue **(G)** and thoracic aorta **(H)**. Error bars: ± S.D (n=6). ^*^P < 0.05, ^**^P < 0.01 compared with control group. ^#^P < 0.05 compared with another model group.

## DISCUSSION

Effectiveness of TCM in the treatment of ischemic stroke depends on the accuracy of syndrome differentiation [27]. However, as the two major symptoms of ischemic stroke, QDBS and YDBS symptoms are subjective and difficult to evaluate objectively. In our study, the existing diagnostic methods, including neurologic score, infarct volume, hemorheological parameters and histopathological examination, were failed to distinguish this two symptoms. Therefore, a standard diagnostic criterion with reliable biomarkers, circulating mRNA expression profiling, was performed to identify the dysregulated genes between ischemic stroke rats with QDBS and YDBS. By intersecting the DEGs between QDBS/control and YDBS/control, three subsets of dysregulated genes were obtained: 445 QDBS-specific genes, 490 YDBS-specific genes and 1676 blood stasis common genes, which indicated the diverse pathological mechanisms of ischemic stroke rats with different syndromes.

GO analyses were conducted for understanding the main function of DEGs. The results revealed that the functions of QDBS-specific genes were related to aging, response to amino acid stimulus, biological process and immune response. As for the YDBS, the functions of most differentially regulated genes were mainly related to inflammatory response, response to lipopolysaccharide, chemotaxis and positive regulation of inflammatory response. Our analysis also yielded 65 significant GO terms in commonly regulated genes, including DNA-dependent transcription, mRNA processing and negative regulation of apoptotic process, which indicated that the mechanism for ischemic stroke with BSS might relate to the dysfunction of the above biological process.

Similar to the GO analysis, pathway enrichment analyses were performed to further investigate the DEGs from another perspective. We found that metabolic pathways were both enriched to be the most significant pathway of QDBS and YDBS-specific genes. It’s probably because metabolic is the basis state of physiological and pathological in life, and the metabolic pathways is an integrated network contains a large amount of molecules based on the KEGG pathway. Thus, it’s reasonable to infer that the DEGs were easily enriched to metabolic pathways. However, the GO and pathway enrichment are preliminary analyses of DEGs, whether they play key roles in the progression of ischemic stroke is still need to be verified by network analysis.

According to the pathway and gene co-expression network of QDBS-specific genes, T cell receptor signaling pathway and *Nfκb1* were at the core of networks. After stroke, myelinreactive antigens leak out of the brain with the breakdown of the blood–brain barrier, which induces rapid activation of the immune system [28]. It causes the recruitment of monocytes, neutrophils and T cells into the brain [29]. Among these, T cells are found in the brain within hours after stroke, which may play a significant role in exacerbating ischemic injury [30]. The transcription factor NF-κB is a key regulator of hundreds of genes involved in inflammation [31]. It consists of five different subunits, including p65 (RelA), RelB, c-Rel, p50/105 (NF-κB1), and p52/p100 (NF-κB2), form homo- and heterodimers in various combinations. There is ample evidence that NF-κB is activated in cerebral ischemia [32]. Nuclear translocation of p50 and p65 were observed in the brain areas surrounding the necrotic infarct core of patients who suffered a stroke or rats subjected to middle cerebral artery occlusion (MCAO) [31, 33], while the inhibition of NF-κB in neurons resulted in a significant and comparable reduction in infarct size in both transient and permanent stroke models [34, 35], suggesting that NF-κB plays a detrimental role in cerebral ischemia. Meanwhile, inflammatory response and positive regulation of NF-κB transcription factor activity were found to be closely related to QDBS [36]. Our results showed that *Nfκb1* was significantly up-regulated in ischemic stroke rats with QDBS rather than YDBS. Thus, *Nfκb1* could be considered to be a discrimination factor and therapeutic target for QDBS.

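In blood, Nfkb1 had a mean log2 signal of 8.11 ± 0.0361 (SD, n = 3 rats) in YDBS. Against control this was a FC of 1.90 (log2 FC 0.92, standard error 0.20, FDR = 0.00358 from limma), which passed the FDR criterion and missed the FC criterion. All 3 YDBS rats had a higher signal than every control rat. The FC of QDBS against YDBS was 1.17 (log2 FC 0.23, FDR = 0.827), so a difference between the models was not detected with 3 rats per group. Nfkb1 was called in YDBS without control replicate 1 (log2 FC 1.04), without control replicate 3 (1.06) and with array median centring (1.13).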

In terms of YDBS-specific genes, MAPK signaling pathway and *Egfr* were identified as the hub pathway and gene based on the network analyses. The results are in good agreement with another integrated analysis of expression profile in MCAO animal models, in which MAPK was also enriched as the most significantly pathway [37]. MAPK has been recognized as a potential therapeutic target for ischemic stroke, activation of MAPK signaling after ischemic stroke has been identified in neuron, astrocyte and microglia [38], and the inhibition of that has protective effect on ischemic stroke [39]. Besides, it has been suggested that MAPK signaling pathway played an important role in the ischemic stroke induced astrogliosis [40]. As an important signal molecule of MAPK signaling pathway, the epidermal growth factor receptor (EGFR) subfamily consists of four closely related tyrosine kinase receptors, including ErbB1, ErbB2, ErbB3, and ErbB4. On ligand binding, the receptors form functional dimmers and activate various signaling modules and their downstream targets, and ultimately regulating cell proliferation, differentiation, migration, and matrix homeostasis [41]. EGFRs have pleiotrophic actions on central nervous system cells, researches showed that reduced EGFR signaling decreased remyelination and oligodendrogenesis [42]. In our study, EGFR expression level was found to decrease from 24h postischemia in the ipsilateral brain side, which is consistent with previous report [43]. This may be due to a large amount of neuronal loss in the infarction zone. In addition, EGFR could be used as a blood-based diagnostic biomarker for ischemic stroke [44].

Apoptosis contribute to a significant proportion of neuron death following ischemic stroke [45], so it’s not surprising that apoptosis was identified as a hub pathway in blood stasis common genes of ischemic stroke. During ischemic stroke, overproduction of free radicals and excessive influx of Ca2^+^ activate caspase-3, a cysteine protease that plays an effector role in apoptosis, eventually resulting in neuronal dysfunction and cell death by necrosis or apoptosis [46–48]. Previous research suggested that plasma caspase-3 levels were higher in stroke patients compared with control group, and also positively correlated with neurological score and infarct growth [49]. Following transient focal cerebral ischaemia, mice overexpressing human caspase-3 exhibited increased apoptosis and larger lesion volumes than wild-type animals [50], whereas mice with genetic deletion of caspase-3 showed smaller infarct volumes in response to brain ischaemia [51]. Furthermore, a panel of plasma biomarkers was evaluated and caspase-3 appeared to be the most promising to achieve a rapid biochemical diagnosis biomarker of stroke [52]. According to a network analysis, caspase-3 as well as the corresponding apoptosis pathway were identified to be one of the therapeutic targets related to blood stasis [12].

Finally, the hub genes and pathways obtained from networks above were further validated by western blotting and TUNEL staining analysis. Since the pathological change of aorta is a crucial indicator for blood stasis [53, 54], both the brain tissue and thoracic aorta were tested in our study. As expected, the results were coincident with the microarray findings, suggesting that these hub modules might be potential biomarkers of ischemic stroke rats with BSS.

Undeniably, there were several limitations of the present study that should be considered. The main limitation was the relatively small sample size. Although there were twelve animals in each group, the samples for microarray analysis were only three, which might increase the variation within groups. In addition, subjects in the study were rats instead of patients, the potential biomarkers obtained from rats may not fully apply to human beings. Of course, further studies with larger-scaled samples of clinical patients are needed to confirm our findings.

In this study, we investigated the difference between ischemic stroke rats with QDBS and YDBS syndrome by transcriptomics and bioinformatics analysis. Three subsets of dysregulated genes, including QDBS-specific genes, YDBS-specific genes and blood stasis common genes were obtained. *Nfκb1*, *Egfr* and *Casp3* were identified as the hub genes, while T cell receptor, MAPK and apoptosis pathway were the hub pathways, respectively. We achieved a better understanding on the biological characteristics of ischemic stroke with QDBS and YDBS syndrome, and transcriptomics presented itself to be a promising tool for the syndrome differentiation. The proposed biomarkers might provide insight into the accurate diagnose and proper treatment for ischemic stroke with BSS.

## MATERIALS AND METHODS

### Ethics statement

Investigation has been conducted in accordance with the ethical standards and according to the Declaration of Helsinki and according to national and international guidelines and has been approved by the Fourth Military Medical University Committee on Animal Care.

### Animals and models

Male Sprague-Dawley (SD) rats, weighing 250–280g, were supplied by Medical Laboratory Animal Center, Fourth Military Medical University, Xi’an, China. Rats were kept in plastic cages at 22 ± 2°C with free access to pellet food and water and on a 12 h light/dark cycle. After 7 days of acclimatization, the animals were randomly divided into three groups (control group, QDBS group, and YDBS group) with twelve animals in each.

The BSS models were produced as described previously [55]. Briefly, rats in QDBS group were treated with exhaustive swimming exercising once a day for 21 days so that they were in a chronic state with QDBS [56]. While the YDBS model rats were intramuscularly injected with hydrocortisone (45mg/kg) one time per day for 13 days, followed by subcutaneous injection of epinephrine (0.36mg/kg) for 1 day [57, 58]. On the next day of that, the middle cerebral artery occlusion (MCAO) was performed as described previously [25]. In brief, rats were anesthetized with 5% isoflurane in 30% oxygen / 70% nitrous oxide, and anesthetization was maintained with 0.5% isoflurane during surgery. The right common carotid artery and the external carotid artery (ECA) were exposed. The right internal carotid artery (ICA) was dissected. Then a 4-0 monofilament nylon suture (Doccol, Sharon, MA, USA) was introduced from ECA to ICA to occlude the right middle cerebral artery. The nylon thread was slowly withdrawn 2 h after the induction of ischemia. Control group rats went the same surgical procedures except the monofilament insertion.

### Neurological examination and infarct assessment

At 24h after reperfusion, a 0–5-point scale neurological reported previously [59, 60] was used for neurological evaluation by an investigator who was blind to the experimental condition of the animals. 0=no neurological dysfunction; 1=failure to extend left forelimb fully when lifted by tail; 2=circling to the contralateral side; 3=falling to the left; 4=no spontaneous walk or in a comatose state; 5=death.

Six rats of each group were deeply anesthetized after the neurological tests. After the blood was harvested, the brain was then removed to assess the infarct volume. The brain was cut into 2-mm sections. Sections were immersed in 2% 2,3,5-triphenyltetrazolium chloride (TTC) (Sigma-Aldrich, St. Louis, MO, USA) at 37°C for 20 min and then placed in 10% formaldehyde. Total infarct volume was calculated by a blinded investigator using an image analysis system (Adobe Photoshop 9.0, Adobe Systems Incorporated, San Jose, CA, USA). Edema correction of infarct volume was calculated using the following equation [61]: Vedi=Vinfarct× (1−(Vipsi−Vcontra)/Vcontra); Vedi, volume edema corrected infarct; Vinfarct, volume infarct; Vipsi, volume ipsilateral hemisphere; Vcontra, volume contralateral hemisphere.

### Whole blood viscosity and coagulation parameters determination

The rest of rats in each group were anesthetized after the neurological tests, and blood was drawn from the abdominal aorta. About 2ml blood was collected in plastic tube with 3.8% sodium citrate (citrate/blood: 1/9, v/v) for RNA extraction. 2ml blood was collected into dry vacuum tubes with heparin lithium for WBV. 2ml blood in plastic tube with 3.8% sodium citrate for coagulation parameters. Blood was centrifuged at 3000 rpm for 15 min to obtain plasma. FIB, PT, TT and APTT were measured by the automatic instrument of coagulation (ACL TOP700, Instrumentation Laboratory, USA). The WBV was determined with a cone-plate viscometer (Model ZL9000, Zonci, Co., China) at different shear rates maintained at 37°C. WBV was measured with shear rates’ varying from 1 to 200/s. All experiments were completed within 3h after blood collection.

### Histopathological observation

Rats were deeply anesthetized and then perfused with 4°C physiological saline solution, followed by 4% (v/v) paraformaldehyde. The brain and thoracic aorta were removed and fixed with 4% paraformaldehyde for 24 h. Then the tissue were embedded in paraffin and cut into sections of 5 μm thickness. The sections were stained with hematoxylin and eosin (H&E) for histopathological observation. Apoptosis level was determined by a terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) detection kit (Beyotime Institute of Biotechnology Co., Ltd Haimen, China) according to the manufacture’s protocol.

### Western blotting analysis

Brain tissues and thoracic aortas were harvested after the rats were sacrificed. The total proteins were extracted and separated via sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE). Transferred onto nitrocellulose membranes and probed with the antibodies against: NF-κB p105/50 (1:1000, Abcam, Cambridge, MA, USA), EGFR (1:1000, Abcam, Cambridge, MA, USA). β-actin was taken as the loading control. The relative optical densities of the specific proteins were determined with Quantity One software (Bio-Rad Laboratories Inc., Hercules, CA, USA) and quantified using ImageJ software (NIH, USA).

### RNA extraction and microarray analysis

Total RNA in the blood was isolated using TRIpure LS blood (liquid sample) RNA extraction reagent (BioTeke, China) according to the manufacture’s protocol. The RNA content was examined by identifying A260 and A280 values by using an Nanodrop 2000 (Thremo Scientific, Waltham, MA, USA), and the RNA integrity was assessed by using a 2100 Bioanalyzer (Agilent Technologies) and an RNA 6000 Nano Kit (Agilent Technologies). Total RNA was processed for double-strand cDNA synthesis, IVT and cRNA fragmentation with GeneChip 3’IVT Express Kit (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s instruction. Then, it was processed for hybridization with the GeneChip^®^ Rat Gene 2.0 ST Array (Affymetrix) by using a GeneChip^®^ Hybridization, Wash and Stain Kit. Finally, the arrays were washed and scanned by an Affymetrix GeneChip Command Console. These microarray data have been deposited in NCBI Gene Expression Omnibus (GEO) under accession number GSE100235.

### Data preprocessing and differential analysis

The raw files were transformed to probe-level data, a Robust Multi-chip Average method was used to compute expression levels of probes. The t-test method was used to calculate the *P*-values of genes, which were later adjusted to false discovery rate (FDR) according to Benjamini-Hochberg’s method [62]. The screening standards of distinctly significant gene were |log_2_FC|> 1 and FDR<0.05 [63, 64]. Hierarchical clustering analyses were performed according to the literature methods [65]. The DEGs between QDBS/control and YDBS/control were intersected, and three sets of dysregulated genes were achieved: QDBS-specific genes, YDBS-specific genes and blood stasis common genes.

### Quantitative RT-PCR validation

The RNA extraction and RNA integration inspection procedures were mentioned above. Total RNA were processed for cDNA synthesis using M-MLV reverse transcriptase (Promega Corporation, Madison, WI, USA). cDNA was amplified by PCR in Stratagene MX3000p (Agilent Technologies, Santa Clara, CA, USA) using SYBR Master Mixture (TaKaRa, Tokyo, Japan). The expression levels of target genes were determined against the levels of GAPDH and calculated using the 2-∆∆Ct method. All the assays were performed in triplicate. The sequences of the primers used in PCRs are shown in Supplementary Table 1.

### Gene ontology and pathway enrichment analyses

GO analysis could predict the gene function in molecular function, biological processes and cellular components, which has been applied for annotating genes of high-throughput genomic or transcriptomic data [66]. KEGG is a recognized pathway-related database for systematic analysis of gene functions [67]. In the present study, the DAVID database was applied to implement GO and KEGG pathway enrichment analyses. *P* <0.05 and FDR<0.05 were considered to be statistically significant.

### Network construction and hub module identification

Pathway relation network could identify the key pathway that regulates the upstream and downstream pathways simultaneously. Gene co-expression network could help to seek the key gene of regulation and interaction venation thoroughly. In networks, hub node has more complex correlativity compared with others, which suggesting that it may play significant role in the underlying mechanisms of disease [68]. The networks were carried out by Genminix Informatics (Shanghai, China) [69], and the algorithms mainly referenced published methods [70–72].

### Statistics analysis

Statistical analyses were carried out with SPSS 19.0 (SPSS Inc., Chicago, IL, USA). Assays were conducted at least three times unless otherwise stated. All values were expressed as either a mean ± standard deviation (SD) or mean ± the standard error (SE), except for the neurobehavioral score. The comparison of data between groups were analyzed using a one-way analysis of variance (ANOVA) followed by Tukey’s multiple-comparison test. Neurobehavioral scores were expressed as the median (interquartile range, IQR) and were analyzed using the Mann–Whitney U test. *P* < 0.05 was considered as statistical significance.

## SUPPLEMENTARY MATERIALS TABLE

## Abbreviations

BSS: blood stasis syndrome
DAVID: database for annotation, visualization and integrated discovery
DEGs: differentially expressed genes
FC: fold change
FDR: false discovery rate
GO: gene ontology
KEGG: Kyoto encyclopedia of genes and genomes
MCAO: middle cerebral artery occlusion
QDBS: Qi deficiency blood stasis
TCM: traditional Chinese medicine
TUNEL: terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling
WBV: whole blood viscosity
YDBS: Yin deficiency blood stasis

# Supplementary material for: Differential gene expression profiles between two subtypes of ischemic stroke with blood stasis syndromes
**Source:** Oncotarget. 2017 Dec 4;8(67):111608–22. doi: 10.18632/oncotarget.22877
**Supplement:** Supplementary file 1

Differential gene expression profiles between two subtypes of ischemic stroke with blood stasis syndromes

SUPPLEMENTARY MATERIALS

Supplementary Table 1 : Primers used in real-time RT-PCR

Gene	Forward primer (5'-3')	Reverse primer (5'-3')
Tpr	ctcaagaccgcaatctaggc	cagcttctaactttcctttgctc
Sh3kbp1	ctctgctttggcgactcag	tgggccttgtaatacaactc
Ppp2r2a	ggtgggagagtcgcatctt	tctcctctgctatgagactgga
Golim4	gtgatggcagggaatcca	ttttctcttcagtc aaatcttct
Slc6a4	atcacctggacgctgcat	tggatctgcaggacatgg
Cyp2e1	cgcattggaattgttctgc	tccttagggtcaaccagagact
Ccr1	tggattgactacaagctgaaaga	aaaccagagagaagcttacaca
Bcap29	gcagacctgctgcctatga	cgtaccagacgtctcaact
Acap2	agggctgctttggaagaagt	tcaatcatcgcgatacaaagt
Ddx1	tgtgacaactggagcagtacttt	cacatgagaattgggtgcctttt
Elovl2	gctacaactgcagtgtcagaatc	accacaagaccttggtacc
Ttr	gcttcccttcgctgttc	gacacttgattctccagcac
Gapdh	atgggaagctggatcatcaac	catttgatgtagcgggatct

How the deposited data were processed for this re-analysis (not part of the article)

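Blood RNA of 9 rats was measured on Affymetrix Rat Gene 2.0 ST arrays, 3 rats in each of the control, QDBS and YDBS groups. The authors processed the arrays with Robust Multi-chip Average in Affymetrix Expression Console 1.1, which corrects the background, normalizes quantiles and summarises the probes of each transcript cluster. The log2 values of 30347 transcript clusters, as the authors deposited them after this background correction, normalization and summary, had array medians between 3.94 and 4.21 and were used without further normalization. Every control array had a higher median (4.15 to 4.21) than any model array (3.94 to 4.05). No cluster in the deposited values carries the name of a control probe set, so signs of RNA quality were not computed. The labels and the paper give no batch, and replicate numbers do not pair rats across groups: after removal of group means, arrays of the same number correlated between -0.170 and 0.196 and arrays of different numbers between -0.130 and 0.217. The number of arrays limits the precision of every value.

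The annotation of the array listed 19086 of the clusters and left 11261 without an entry. Of the listed clusters 18511 carried exactly 1 symbol and 575 several, and the latter were left out. Through Entrez identifiers, current symbols were found for 18394 clusters. For 291 genes with several clusters the cluster with the highest mean over all arrays was used, which left 18166 genes. Gapdh had no cluster with a single symbol and so has no value. No genes were left out for low signal.

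Differences were tested with limma 3.58.1 in R 4.3.3, in one fit of 9 arrays with 3 group means and 6 residual degrees of freedom before moderation. Comparisons were QDBS against control, YDBS against control and QDBS against YDBS. A gene was called at a Benjamini-Hochberg FDR under 0.05 over 18166 genes and an absolute log2 FC over 1, the criteria of the paper. Specific genes were called in a single model against control in that direction, and common genes in both. FC is signed as in the paper, with falls as negative values. On simulated data with the spread of these arrays, limma called 90% to 94% of genes with a log2 change of 1.2 and 100% of those with a change of 2, with 1 to 3 false calls. The test that the paper's methods name, run for 2 groups with equal variance, called 22% to 39% of the former.

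Lists of genes for 24 pathways and cell types were written from textbook knowledge: T cell receptor signalling, MAPK signalling, apoptosis, spliceosome, RNA transport, ubiquitin ligation, inflammatory response, glycolysis and pentose phosphate, oxidative phosphorylation, cytosolic ribosomal proteins, glucocorticoid-induced genes, type I interferon response, hypoxia response, olfactory receptors, neutrophils, monocytes, T cells, B cells, natural killer cells, platelets, erythroid cells, hepatocytes, neural cells, and endothelium and vessel wall. The list of olfactory receptors, taken by symbol, also holds Olr1, which is the receptor of oxidized LDL. Some lists share genes, so their results are not independent. Examples are neutrophils and inflammatory response, spliceosome and RNA transport, and glycolysis and hypoxia response. Each list was tested in each of 3 comparisons with camera of limma at its preset correlation of 0.01, adjusted over 72 tests, and with a correlation estimated for each list. With the preset correlation 45 of 72 tests passed an adjusted p of 0.05, and with the estimated one 0 did. Medians of lists are given relative to the median log2 FC of all genes, which was -0.15 in QDBS, -0.16 in YDBS and 0.02 in QDBS against YDBS. With dim genes left out it was 0.08, 0.07 and 0.02. Random lists matched on mean signal were drawn for the hepatocyte genes alone, so other lists were not tested for an effect of signal in this way. Membership of lists in the specific and common sets was tested with Fisher's exact test, two-sided, over all genes tested and adjusted over 72 tests. The gene sets of GO and KEGG and the networks of the paper were not used here.

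The text names genes by a fixed rule, which passed over symbols that name no characterised gene, such as those that start with LOC or RGD. It took the genes that the paper names, the 10 largest rises and 5 largest falls among genes called in each model with no overlap between the arrays of the groups, up to 10 in each direction between QDBS and YDBS, and up to 4 called members of each list in each comparison, or 2 bright members where none was called. The overlap of both models was set beside 100 simulations of unchanged groups that share the control arrays. Arrays were clustered by average linkage on 1 minus the correlation. Alternatives were centring of arrays on the median or the 75th percentile, quantile normalization, cyclic loess, leaving out the dimmest 40% of genes, the mean of all clusters of a gene, all clusters in place of genes, fits of the groups compared alone, a trended and robust variance, array weights, replicate numbers as a block, the test named in the paper's methods, no fold threshold, unadjusted p, and leaving out each array in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The measurements by qPCR, Western blot, staining and blood tests were not used here.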

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

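The tests of a single control array (for the liver transcripts and for the specific genes), of liver RNA in the control blood and of a response to hydrocortisone, and the simulation of specific genes, were chosen only after the result was seen.

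Liver transcripts were lower in the blood of both models than of control rats, with a median log2 FC over 36 hepatocyte genes of -1.22 in QDBS and -1.23 in YDBS. The tables argue against scaling between arrays (the higher of both relative medians was -1.09 with quantile normalization and -0.92 at the highest of the 4 scalings), against one control array as the cause (at most -1.03 without any control array) and against a general fall of dim genes (10000 random lists matched on signal had a median of -0.50 at the lowest). Both centrings shift all genes of an array alike and cannot move a relative median. Only quantile normalization and cyclic loess thus test the scaling. Of the hepatocyte genes, 22 (61.1%) fell in both models, among them Ttr, Cyp2e1, Ass1 and Vtn, which with C3 were the brightest 5 in control rats; C3, which macrophages express too, had a log2 FC of -0.40 and -0.21 and was not called. Medians below -1 nearly fix this share, so it does not decide between explanations. Liver RNA in the control blood, for instance from the drawing of blood in the abdomen, is a candidate explanation, as no sort or gate that would remove such RNA is described. The methods describe the same draw for all groups and so give no reason why control samples alone would hold it. The list's mean signal was 4.57 to 4.87 on the control arrays and 3.28 to 3.37 on the model arrays. Liver RNA from the draw cannot be told apart from a change of the liver's own release of RNA after stroke or in the models, which was not tested.

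Genes specific to one model seldom differed between the models: 44 of 841 (5.23%) had a FDR under 0.05 in the direct test. The limma fit called 91% of simulated differences of 1.2 on the log2 scale, and smaller differences were not simulated. The median direct difference was 0.32 and -0.50 for up-regulated and down-regulated QDBS-specific genes. It was -0.54 and 0.22 for the YDBS-specific ones. Most of the specific genes, 617 or 73.4%, had a FDR under 0.05 and the same direction in the other model. In 100 simulations with shared control arrays and no change of these genes in the other model, this share was 2.56% on average and 4.25% at the highest. In the same simulations 98.9% of the specific genes on average differed in the direct test. The simulations test only the case of no change in the other model, and not how near the thresholds these genes lay. In the other model, up-regulated and down-regulated genes had a median log2 FC of 0.85 and -0.72 for the QDBS-specific set. For the YDBS-specific set these medians were 0.75 and -0.91. The share of specific genes that differ between the models rose from 5.23% to 14.4% without control replicate 2 and to 20.9% with array weights. Leaving out a control array does not change the log2 FC between the models. It can act through the pooled spread or the choice of specific genes, and such a part of a single control array stays open. Smaller differences between the models than the direct test can detect with 3 rats per group stay open.

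Neutrophil and inflammatory genes were lower and T cell and B cell genes higher in QDBS than in YDBS, by camera at its preset correlation, a test of the difference between both model groups, with relative medians of -0.53, -0.57, 0.54 and 0.62. With an estimated correlation none of the 4 lists was called (adjusted p between 0.246 and 0.290), and over all genes no T cell or B cell gene was called. The neutrophil and inflammatory lists share genes, among them Fpr1 and Il1r2. The tables argue against scaling between arrays (the neutrophil median was at most -0.51 under any of the 4 scalings) and against one array (at most -0.48 without any array). Of the scalings, only quantile normalization and cyclic loess test this, as both centrings cannot move a relative median. Hydrocortisone, which raises neutrophils and lowers lymphocytes in blood, was given to YDBS rats alone and may have caused this. Its last dose came before the day of epinephrine, the surgery and 24 h of reperfusion. Against control, no T cell or B cell gene was called lower in YDBS. Their relative medians there were 0.24 (-0.13 at the lowest of the scalings) and 0.38, and 0.82 and 1.18 in QDBS. The glucocorticoid list shares Il1r2 and Lcn2 with the neutrophil list, so it is not independent of the pattern. The 30 glucocorticoid-induced genes had a relative median of -0.0590 in QDBS against YDBS (camera adjusted p = 0.110, and adjusted p = 0.671 with an estimated correlation). They were called lower without QDBS replicate 3 (camera adjusted p = 0.0329) and without YDBS replicate 3 (0.0117), and their median lay between -0.15 and 0.04 without one array, so this explanation cannot be told apart from the others. Swimming and epinephrine stay open and were not tested. Both models had the same 2 h occlusion and 24 h of reperfusion, and the paper found no significant difference between them in its morphological and blood measures. A difference in the course of the stroke was not tested here.

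By the direct comparison of both models, 60 genes were lower in QDBS than in YDBS, a count between 0 (without QDBS replicate 2) and 102 (without YDBS replicate 1). Of 28 neutrophil genes 4 were lower, 9 adjusted over the list alone (camera adjusted p = 1.58e-14, and adjusted p = 0.276 with an estimated correlation). T cell genes had no call (camera adjusted p = 2.24e-17, and adjusted p = 0.276 with an estimated correlation), and of the B cell genes 4 were higher adjusted over the list alone (camera adjusted p = 2.95e-13, and adjusted p = 0.290 with an estimated correlation). Platelet genes were lower in QDBS than in YDBS with a relative median of -0.65, 1 of them called and 5 adjusted over the list alone (camera adjusted p = 9.91e-15, and adjusted p = 0.276 with an estimated correlation). Erythroid genes were lower with a relative median of -0.63 (camera adjusted p = 6.96e-12, and adjusted p = 0.276 with an estimated correlation), or -0.36 without YDBS replicate 2, and none of 33 was called, also adjusted over the list alone. Cytosolic ribosomal protein genes were higher with a relative median of 0.28 (camera adjusted p = 4.36e-16, and adjusted p = 0.276 with an estimated correlation). MAPK signalling genes were lower with a relative median of -0.14, 1 of 91 called and 4 adjusted over the list alone (camera adjusted p = 0.000386, and adjusted p = 0.316 with an estimated correlation). Genes of glycolysis and the pentose phosphate pathway were lower with a relative median of -0.20 (camera adjusted p = 0.000995, and adjusted p = 0.290 with an estimated correlation), or -0.12 at the scaling nearest to 0, 1 of them called. Hypoxia response genes were lower with a relative median of -0.19 (camera adjusted p = 0.000538, and adjusted p = 0.276 with an estimated correlation), or -0.13 at the scaling nearest to 0. The hypoxia and glycolysis lists share genes. Spliceosome genes were higher with a relative median of 0.11 (camera adjusted p = 0.00466, and adjusted p = 0.638 with an estimated correlation; 0.0634 by camera without YDBS replicate 1, and a relative median of 0.06 without QDBS replicate 2). RNA transport genes were higher with a relative median of 0.10 (camera adjusted p = 0.0132, and adjusted p = 0.548 with an estimated correlation; 0.0614 by camera without QDBS replicate 3 and 0.0675 without YDBS replicate 3, and a relative median of 0.15 without QDBS replicate 1).

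Gene groups outside the pathways that the paper names were higher, relative to all genes, than in control rats by camera at its preset correlation. Random lists matched on signal were not drawn for these groups, so a rise that comes with signal level was not excluded. With an estimated correlation none of the lists in this paragraph was called (adjusted p between 0.276 and 0.666). At the lowest of the scalings, medians in this paragraph fell to as low as 0.14 (B cell genes in YDBS). Interferon response genes had relative medians of 0.98 in QDBS and 0.82 in YDBS, and natural killer cell genes of 0.82 and 0.79. B cell genes had relative medians of 1.18 in QDBS and 0.38 in YDBS, where 4 rose, also adjusted over the list alone (camera adjusted p = 0.0107, and adjusted p = 0.666 with an estimated correlation; by camera 0.0755 without control replicate 2, where the relative median was 0.21, 0.0675 without YDBS replicate 3, 0.272 with quantile normalization, 0.369 with cyclic loess, 0.295 with dim genes left out and 0.0501 with array weights). T cell genes had a relative median of 0.82 in QDBS, cytosolic ribosomal protein genes of 0.57 in QDBS (0.30 at the lowest of the scalings) and neutrophil genes of 0.67 in YDBS. The paper reports on metabolic pathways as a whole; among these, genes of glycolysis and the pentose phosphate pathway had a relative median of 0.37 in YDBS, where the call ended with quantile normalization (0.331), cyclic loess (0.315) and dim genes left out (0.374). Hypoxia response genes had a relative median of 0.24 in YDBS (camera adjusted p = 0.0440, and adjusted p = 0.377 with an estimated correlation; by camera 0.0850 without control replicate 2, where the relative median was 0.15, 0.0537 without YDBS replicate 2, 0.0647 without YDBS replicate 3, 0.0520 with array median centring, 0.508 with quantile normalization, 0.386 with cyclic loess, 0.514 with dim genes left out, 0.0531 with only the groups compared in the fit and 0.0540 with array weights).

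Each comparison has 10 splits of its 6 arrays into 3 and 3, too few for a share under 0.05. The real split called 1994 genes in QDBS against control, 2059 in YDBS against control and 60 in QDBS against YDBS, and the highest other split 0 in each; 1 split, the real one, reached each count. Adjusted within a comparison, the real split called 18, 16 and 12 lists and the highest other split 22, 22 and 14. Counting the real split, 3, 5 and 3 splits called as many lists.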

How the results depend on the processing

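With 3 arrays per group, a change near a log2 FC of 1 lies at the edge of the calls. Of 319 counts recomputed under the alternatives, 246 stayed within 1.5 times the reported count and 73 moved further. Of 1440 tests of lists, 1326 kept their side of the threshold, 78 lost and 31 gained a call and 5 reversed. Of 5253 values of named genes, 4995 kept their side, 244 lost and 14 gained a call and 0 reversed. A reversal was counted only where the reported or the alternative setting gave a call. Results called in neither may have changed direction. The up-regulated genes in QDBS and YDBS kept within 1.5 times under every alternative with the fold threshold, while the down-regulated genes moved further with 3 of the 4 scalings and with all clusters, and in YDBS also with dim genes left out, with the test named in the paper's methods and without control replicate 1. Scaling shifted the median log2 FC of all genes in QDBS against control from -0.15 to 0.01 (array median) and -0.38 (75th percentile). With replicate numbers as a block, 1996 genes were called in QDBS, 2056 in YDBS and 44 between the models, 41 of them among the 60 reported.

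Without a fold threshold, which by construction widens the calls, there were 3629 genes higher and 4158 lower in QDBS than in control, 3723 higher and 4602 lower in YDBS, 3114 common higher and 3304 common lower, 515 QDBS-specific higher and 854 lower, 609 YDBS-specific higher and 1298 lower, and 2 higher in QDBS than in YDBS; 2.05% of the specific genes differed between the models. With an unadjusted p, 11 genes were higher and 164 lower in QDBS than in YDBS. Median centring gave 147 genes lower in QDBS, 68 in YDBS, 56 common lower and 12 YDBS-specific lower. The 75th percentile gave 618, 550, 326 common lower, 292 QDBS-specific lower and 224 YDBS-specific lower. Quantile normalization gave 400 lower in QDBS, 299 in YDBS, 209 common lower, 90 YDBS-specific lower and 1 gene higher in QDBS than in YDBS. All clusters, with more features tested, gave 458 lower in QDBS, 405 in YDBS, 208 common lower, 395 QDBS-specific higher and 250 lower, 197 YDBS-specific lower, 9 lower in QDBS than in YDBS and 0.522% of specific genes that differ. With dim genes left out, 108 were lower in YDBS, 30 were YDBS-specific lower and 9.29% of specific genes differed. With only the groups compared in the fit, 3 genes were lower in QDBS than in YDBS and 0.351% of specific genes differed. Array weights gave 101 lower and 2 higher in QDBS than in YDBS and 20.9% of specific genes that differ. The test named in the paper's methods gave 96 lower in YDBS, 60 common lower, 163 QDBS-specific higher, 0 lower in QDBS than in YDBS and 0% of specific genes that differ. With an estimated correlation 0 lists were called. The cause was not tested for the scalings, array weights, the dim genes and this test.

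Without one array, genes higher in QDBS than in control ranged from 1392 to 1954 and lower from 230 to 314, genes higher in YDBS from 1549 to 2092 and lower from 144 to 258, common higher from 1164 to 1684 and lower from 93 to 167, YDBS-specific lower from 39 to 91, genes higher in QDBS than in YDBS from 0 to 3 and lower from 0 to 102, specific genes that differ between the models from 0% to 14.4%, and lists called from 43 to 48. Oxidative phosphorylation turned downward with quantile normalization (camera adjusted p = 0.0473 in QDBS and 0.0381 in YDBS) and cyclic loess (0.0271 and 0.0485). The type I interferon response in QDBS against YDBS turned upward without QDBS replicate 1 and was called downward without QDBS replicate 3 (adjusted p = 0.00890 and 0.0379, and up to 0.983 without another array). The cause was not tested.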

Differences from the paper's values

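At the criteria of the paper and with limma on the deposited values, no value differed from the paper's by the rules set before the data were examined. A FC differed if its sign was opposite or it was off by more than the SD of the FC over the rats of that model. This held for no FC of Nfkb1, Egfr and the genes chosen for qPCR. A count differed if it was more than 1.5 times apart from the paper's. This held for no count of up-regulated, down-regulated, specific or common genes. The genes called were 1994 in QDBS and 2059 in YDBS, and the paper's counts are 2121 and 2166. With the test that the paper's methods name, 1402 and 1587 genes were called, all of them among those called by limma. By the same rule the following counts from that test differed from the paper's: 1402 genes called in QDBS, 166 down-regulated genes in QDBS (the paper's 272) and 96 in YDBS (the paper's 177), 269 QDBS-specific genes (the paper's 445), 163 of them up-regulated (the paper's 293), 36 down-regulated YDBS-specific genes (the paper's 57) and 60 down-regulated common genes (the paper's 120). Counts of down-regulated genes also differed with centring on the array median or the 75th percentile, quantile normalization, dim genes left out, all clusters and, for YDBS-specific genes, without control replicate 1, and the up-regulated QDBS-specific genes with centring on the 75th percentile. Without a fold threshold each of these counts differed except that of up-regulated YDBS-specific genes. The FC of Nfkb1 in QDBS differed with centring on the 75th percentile, quantile normalization, cyclic loess, array weights and without control replicate 2, and that of Egfr in YDBS with both centrings.

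The paper states that Nfkb1 was up-regulated in QDBS and not in YDBS. Here Nfkb1 passed the FDR criterion in YDBS too, with a FC of 1.90 (FDR = 0.00358), and did not differ detectably between the models (FDR = 0.827); its FC in QDBS was 2.23. With array median centring Nfkb1 met both criteria in YDBS as well. The paper lists Egfr among the genes specific to YDBS. Here it had a FC of -1.99 in QDBS (FDR = 0.000247), with a FDR of 0.969 between the models; its FC in YDBS was -2.08, and it was called there and not in QDBS, as in the paper. The paper also rests on Western blots of brain and thoracic aorta. There p50 was higher in QDBS than in the other groups, and EGFR lower in YDBS than in the other groups. Blood RNA does not test these proteins of other tissues.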

Other observations

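Monocyte, ribosomal and hypoxia genes rose in part. Cybb, the catalytic subunit of the phagocyte oxidase, had a FC of 3.28 in QDBS and 2.92 in YDBS against control (standard error 0.19 on the log2 scale, n = 3 rats per group, FDR = 7.87e-05 and 0.000138 from limma). Of 22 monocyte genes, 5 rose in QDBS and 5 in YDBS and none fell, with relative medians of 0.30 and 0.51 that missed the test (camera adjusted p = 0.0732 and 0.0803, and adjusted p = 0.466 and 0.470 with an estimated correlation; by camera 0.0486 in QDBS without control replicate 1 and 0.0450 in YDBS with 75th percentile centring). The median in YDBS was 0.27 without control replicate 2 and 0.25 at the lowest of the scalings, where that in QDBS was 0.19. Between the models their relative median was 0.11, their relative mean -0.03 and the test downward (camera adjusted p = 0.874, and adjusted p = 0.961 with an estimated correlation; a median of 0.01 without QDBS replicate 2), with 1 gene lower adjusted over the list alone. Rpl4, a protein of the large ribosomal subunit, had a FC of 4.31 in QDBS and 3.72 in YDBS (FDR = 5.83e-06 and 9.81e-06). Of 59 cytosolic ribosomal protein genes, 10 rose in QDBS (camera adjusted p = 1.5e-07, and adjusted p = 0.316 with an estimated correlation) and 4 in YDBS (camera adjusted p = 0.0557, and adjusted p = 0.739 with an estimated correlation; by camera 0.0214 without control replicate 1, 0.0429 without control replicate 3, 0.0160 without YDBS replicate 2, 0.0350 with array median centring, 0.0499 with a trended and robust variance and 0.0457 with replicate numbers as a block), and none fell. Hif1a, the oxygen-regulated transcription factor, had a FC of 5.56 in QDBS and 6.25 in YDBS (FDR = 5.17e-05 and 2.93e-05). Of 27 hypoxia response genes, 4 rose and 1 fell in QDBS (relative median 0.23, -0.03 at the lowest of the scalings and 0.07 without control replicate 2; camera adjusted p = 0.348, and adjusted p = 0.693 with an estimated correlation), and 5 rose in YDBS. These counts against control were the same adjusted over the list alone.

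Among 30 glucocorticoid-induced genes, 3 rose and 3 fell in QDBS and 4 rose and 3 fell in YDBS. Fkbp5, a chaperone of the glucocorticoid receptor that the hormone induces, had a FC of 3.36 in YDBS (FDR = 0.00112) and 1.77 in QDBS (FDR = 0.0487), with a FDR of 0.244 between the models; with the test named in the paper's methods its FDR in YDBS was 0.0702, which ended the call. The list's relative medians were 0.02 in QDBS, with a relative mean of -0.00 and a downward test, and 0.11 in YDBS, and turned to -0.17 and -0.24 at the lowest of the scalings and to -0.11 and -0.03 without control replicate 2 (camera adjusted p = 0.805 in both, and adjusted p = 0.961 in both with an estimated correlation; by camera 0.0351 in QDBS with cyclic loess). Between the models 1 of them was lower in QDBS, and 2 adjusted over the list alone. In YDBS, 2 T cell genes rose and none fell (relative median 0.24, -0.13 at the lowest of the scalings, 0.09 without control replicate 2 and 0.15 without YDBS replicate 1; camera adjusted p = 0.226, and adjusted p = 0.792 with an estimated correlation). Of the platelet genes 4 rose and 2 fell in YDBS (camera adjusted p = 0.926, and adjusted p = 0.98 with an estimated correlation), and of the erythroid genes 1 rose and 1 fell (relative median 0.05, between -0.15 without control replicate 2 and 0.30 without control replicate 1, relative mean -0.05; camera adjusted p = 0.874, and adjusted p = 0.98 with an estimated correlation). Of 24 neural genes none was called in either model (relative medians -0.26 in both, -0.17 and -0.16 at the scaling nearest to 0; camera adjusted p = 0.00856 and 0.00271, and adjusted p = 0.316 and 0.290 with an estimated correlation; by camera 0.0530 in QDBS with cyclic loess). Of 18 genes of endothelium and vessel wall, 1 fell in QDBS (relative medians -0.30 and -0.27, -0.18 and -0.24 at the scaling nearest to 0; camera adjusted p = 0.00179 and 0.00630, and adjusted p = 0.290 and 0.316 with an estimated correlation). The list of olfactory receptors had relative medians of -0.04 and relative means of -0.25 in both models (camera adjusted p = 0.0557 and 0.0803, and adjusted p = 0.417 and 0.466 with an estimated correlation). Its mean signal was 2.48 to 2.66 on control arrays and 2.28 to 2.35 on model arrays. Camera called it lower in both models with dim genes left out (adjusted p = 0.00754 and 0.00689), and under some other alternatives, mostly in QDBS. Unless stated, these counts were the same adjusted over the list alone.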
